# Transcriptional responses of PBMC in psychosocially stressed animals indicate an alerting of the immune system in female but not in castrated male pigs

**DOI:** 10.1186/1471-2164-15-967

**Published:** 2014-11-08

**Authors:** Michael Oster, Eduard Muráni, Siriluck Ponsuksili, Richard B D’Eath, Simon P Turner, Gary Evans, Ludger Thölking, Esra Kurt, Ronald Klont, Aline Foury, Pierre Mormède, Klaus Wimmers

**Keywords:** Immune system, Microarray, Peripheral blood mononuclear cells (PBMC), Pigs, Psychosocial stress, Unfamiliar mixing

## Abstract

**Background:**

Brain and immune system are linked in a bi-directional manner. To date, it remained largely unknown why immune components become suppressed, enhanced, or remain unaffected in relation to psychosocial stress. Therefore, we mixed unfamiliar pigs with different levels of aggressiveness. We separated castrated male and female pigs into psychosocially high- and low- stressed animals by skin lesions, plasma cortisol level, and creatine kinase activity obtained from agonistic behaviour associated with regrouping. Peripheral blood mononuclear cells (PBMC) were collected post-mortem and differential gene expression was assessed using the Affymetrix platform (n = 16).

**Results:**

Relevant stress-dependent alterations were found only between female samples, but not between castrated male samples. Molecular routes related to TREM 1 signalling, dendritic cell maturation, IL-6 signalling, Toll-like receptor signalling, and IL-8 signalling were increased in high stressed females compared to low stressed females. This indicates a launch of immune effector molecules as a direct response. According to the shifts of transcripts encoding cell surface receptors (e.g. *CD14*, *TLR2*, *TLR4*, *TREM1*) the study highlights processes acting on pattern recognition, inflammation, and cell-cell communication.

**Conclusions:**

The transcriptional response partly affected the degree of ‘stress responsiveness’, indicating that the high stressed females altered their signal transduction due to potential infections and injuries while fighting.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-967) contains supplementary material, which is available to authorized users.

## Background

The brain is seen as superior organ which perceives psychosocial stress and orchestrates subsequently physiological stress responses. In this context, as reviewed elsewhere the bi-directional link between the brain and the immune system is of particular interest [1–3]. There are clues about evolutionary highly conserved mechanisms organising the response to acute stress, including an increased expression of genes contributing to an effective infection defence, despite these alterations have previously been thought of as rather secondary effects [4]. Because many acutely stressful events do also likely result in an increased number of injuries such as skin lesions [5, 6], stress responses are thought to involve immune alterations in general [7].

In pigs, social mixing results in psychosocial stress and aggressive behaviour including fighting [5, 6, 8]. Their severity can be indirectly measured using skin lesion counts, cortisol levels, and creatine kinase activity [5, 9, 10]. This could serve as a model to study the interrelation of psychosocial stress, aggressive behaviour, and physiological responses. In pigs the relationship between psychosocial stress, neuroendocrine factors and immune status has been the focus of only a few scientific studies using a variety of different stressors. In response to stress, some aspects of immune status became suppressed, enhanced, or remained unaffected. For example, in piglets a 2 h daily social isolation caused a reduction in lymphocyte proliferation [11], whereas 14 d of crowding and heat caused an increased NK cytotoxicity [12]. Further, social status was identified to be important with respect to lymphocyte proliferation and antibody production [13, 14]. Whereas social stress due to crowding decreased cortisol levels [12], mixing stress either increased cortisol levels [5] or remained them unaltered in dominant pigs [14]. These inconsistent findings may reflect the need to distinguish between acute and chronic stressors and other factors like age, social status and genetics. Accordingly, a genetic component of post-mixing aggressiveness was estimated in grower-stage pigs [10, 15, 16]. Further, there are a few microarray experiments which provide insight into transcriptional responses following psychosocial stress in adrenal gland [17] and liver tissue [18]. It appeared that psychosocial stress provoked expression patterns similar to those induced by ACTH stimulation. In particular, psychosocially high-stressed animals altered transcripts associated with catecholamine degradation, energy mobilizing processes, cholesterol accumulation and cholesterol biosynthesis. Furthermore, the analyses identified transcripts which may have responded to sympathoadrenal stimulation (e.g. *GAL*, *GALP*).

In our current study, the skin lesion score and stress parameters following a mixing experiment [5] were considered to reflect individual psychosocial stress levels. We investigated transcriptional responses in peripheral blood mononuclear cells (PBMC), a tissue representing a critical component of the immune system. Gene expression profiles of animals divergent for psychosocial stress level indicate an alerting of the immune system in female pigs but not in castrated males.

## Methods

### Animals, balanced mixing, sample collection

In order to identify pigs differing in their stress level, a mixing experiment was conducted which was described recently in detail by D’Eath *et al.* [5]. Animal care and tissue collection procedures followed the guidelines of the German Law of Animal Protection, and the experimental protocol was approved by the Institutional Animal Care and Use Committee (IACUC) of the Leibniz Institute for Farm Animal Biology (FBN). This study was based on phenotypic records and gene expression profiling done with castrated male and female finishing pigs. In fact, progeny (n = 271) derived from a crossbreed including Landrace, Large White, Duroc (sows) and Pietrain (boars) was bred (Figure 1) and reared commercially on slatted floors. Male animals were castrated at 4 days post-natum. At approximately 10 weeks of age, the pigs were assigned to new single-sex groups of eight or ten animals (Figure 1: MIXING 1). These groups were balanced for weight and unfamiliarity in order to minimize these determinants of aggressiveness in pigs [19, 20]. Thereby, standardized weight and unfamiliarity did likely contribute to uncover aggressive behaviour to a larger extent. Animals were housed in standardized conditions. Immediately before and at 24 hrs after mixing, skin lesions were counted. Thereby, the body was divided into front (head, neck, shoulder, and front legs), middle (flanks, and back) and rear (rump, hind legs, and tail) sections [9]. Changes in skin lesions pre- to post-mixing reflect the involvement in fighting and aggressive behaviour [9, 10]. For each mixing group the cut-off criteria for the total lesion score was individually calculated (pre- to post-mixing). Thereby, also the distribution of skin lesion scores in each group was estimated. Half of the pigs were designated as high skin lesion score group (H) (those with front lesions above average; mean in H: 60.6 ± 23.4) and the remaining half was designated as low skin lesion score group (L) (those with front lesions below average, mean in L: 27.5 ± 12.4), respectively. The first mixing revealed a mean total skin lesion score (mean ± SEM) of 140.9 ± 57.5 in H animals and of 98.6 ± 39.2 in L animals, respectively. The pigs remained in the established mixing groups until they reached 110 kg live weight corresponding to approximately 27 weeks of age. Here, the pigs were assigned to mixing groups based on their previous skin lesion score group (Figure 1: MIXING 2), as they were loaded onto a vehicle for a 270 km transport to the abattoir. In detail, single-sex groups were built by mixing four pigs from one rearing group and four pigs from another rearing group. Thus, H pigs were mixed with H pigs resulting in a HH batch, H pigs were mixed with L pigs resulting in a HL batch, or L pigs were mixed with L pigs resulting in a LL batch. Skin lesions were counted before mixing and after slaughter on the carcass and the skin lesion score was calculated (Table 1). In all these batches animals with high and low lesion scores were observed. Apparently, high and low levels of psychosocial stress (HS – High stress; LS – Low stress) were induced independently from the initial mixing group. In detail, the second mixing revealed a skin lesion score (mean ± SEM) on HS and LS animals originated from the HH mixing of 164.3 ± 42.7 and 34.5 ± 17.6, respectively, and a skin lesion score on HS and LS animals originating from LL mixing of 99.8 ± 44.1 and 24.0 ± 4.1, respectively. In order to limit bias due to circadian fluctuation of cortisol levels, pigs were slaughtered between 0600 and 0800 h in the next morning. Pigs were moved from lairage pens and stunned by means of CO_2_ gas and exsanguinated. Trunk blood was collected and stored on ice. Based on parameters of stress levels (Table 1), those animals were selected for gene expression profiling which represented extremes within mixing groups (Figure 1: ANALYSIS). Overall, the experimental design covered four slaughter days. Animals selected for microarray analyses were balanced for slaughter day. Each sampling group was represented by 4 castrates and 4 females.

**Figure 1:**
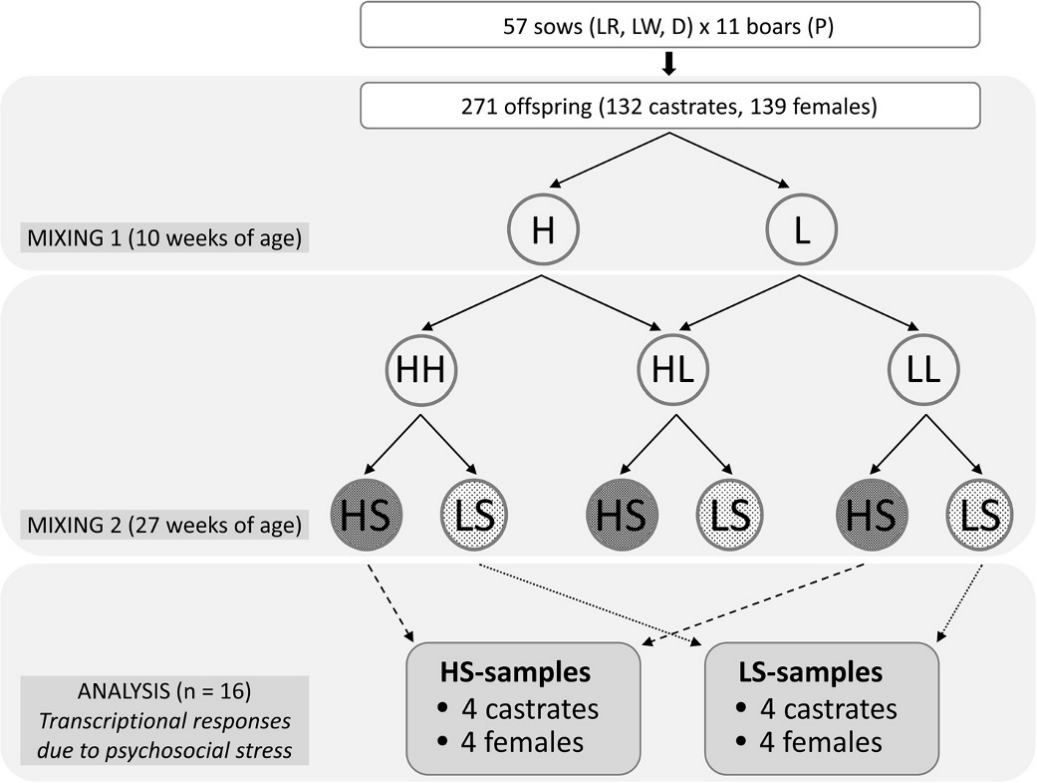
**Experimental design used to analyse transcriptional responses due to different levels of psychosocial stress.** The origin and composition of the profiled sampling groups is shown regarding their parental genetics, affiliation to skin lesion group, and resulted stress levels. LR - Landrace; LW – Large White; D – Duroc; P – Pietrain; H – High lesion score; L – Low lesion score; HS – High stress; LS – Low stress.

**Table 1:** **Phenotype data of the analysed animals**

Parameter	HSF	HSM	LSF	LSM	p-value #
Skin lesions §					
Front	72.0 ± 16.5	65.0 ± 22.0	7.5 ± 1.3	16.0 ± 6.8	<0.001
Mid	60.0 ± 23.0	45.8 ± 22.5	12.8 ± 3.0	19.5 ± 11.7	<0.05
Rear	28.0 ± 16.9	7.8 ± 2.6	5.5 ± 1.3	8.5 ± 2.5	>0.10
Total	160.0 ± 47.9	118.5 ± 46.7	25.8 ± 3.8	44.0 ± 13.2	<0.01
Creatinekinase (U/l)	11543.0 ± 3270.5	9232.0 ± 1430.8	2062.5 ± 356.5	2904.5 ± 260.5	<0.001
Cortisol (ng/ml)	65.2 ± 8.50	72.5 ± 6.3	50.7 ± 6.7	59.0 ± 7.0	<0.10

Values are displayed as mean ± SEM; n =8; balanced for mixing groups; # effects for stress level but not for sexes; p-value (2 tailed) of a two sample t-test reflecting differences between animals with high stress level and low stress level; § skin lesions in body sections: front (head, neck, shoulders, and front legs), middle (flanks and back), and rear (rump, hind legs, and tail).

### Physiological parameters

Cortisol levels were measured with the automated analyser Centaur (Siemens Healthcare Diagnostics S.A.S., Saint Denis, France). A kit designed for human serum that we validated for pig serum was used. The intra- and inter-assay coefficients of variation (%) were 3.4 and 8.0, respectively. The creatine kinase activity was measured with a clinical biochemistry automat (COBAS-MIRA Plus, Roche Diagnostics). The intra- and inter-assay coefficients of variation (%) were 1.04 and 1.44, respectively. Both progesterone and 17β-Estradiol were analysed with a commercial enzyme-linked immunosorbent assay (ELISA) purchased from IBL International GmbH, Hamburg, Germany.

### RNA isolation, target preparation and hybridization

In total, 16 samples (balanced for mixing group) were selected for subsequent analyses. Using 4 ml of blood, peripheral blood mononuclear cells (PBMC) were isolated by centrifugation on a Histopaque (Sigma-Aldrich, Taufkirchen, Germany) density gradient. Total RNA was isolated from individual PBMC-samples using the column-based NucleoSpin RNA II Kit (MACHEREY-NAGEL, Düren, Germany). RNA integrity was checked by a 2100 Bioanalyser (Agilent) and agarose gels containing ethidium bromide. RNA concentration was measured by a NanoDrop ND-1000 spectrometer (PEQLAB, Erlangen, Germany). The absence of genomic DNA was checked by a PCR amplification of the porcine GAPDH gene (forward primer 5’-AAGCAGGGATGATGTTCTGG-3’; reverse primer 5’-ATGCCTCCTGTACCACCAAC-3’). All samples were stored at -80°C until downstream analyses was performed. For the microarray experiments individual biotin-labelled cRNA was synthesized by the GeneChip 3’ Express Kit (Affymetrix, Santa Clara, CA, USA). According to the manufacturer’s protocol the cRNA was fragmented and hybridized on Affymetrix GeneChip porcine 24 k Arrays. After a washing and staining procedure the arrays were scanned (Affymetrix, Santa Clara, CA, USA).

### Data analyses

In total, 15 of 16 arrays passed the appropriate quality control criteria as previously proposed [21]. The data was GC-RMA normalized (Log2). In order to improve statistical power by excluding inappropriate probe-sets [22], the data was filtered by the MAS5 algorithm. Those probe-sets expressed in less than 50% per experimental group were skipped. Further, those probe-sets which revealed a small SD (SD <0.20) were excluded from further data processing, because the corresponding transcripts were not likely to show altered mRNA abundances. Finally, probe-sets which showed a mean less than 2.5 were skipped. In order to evaluate relative changes of mRNA abundances, a variance analyses was performed (SAS Institute, Cary, NC, USA), including individual and combined effects represented by stress level, sex, slaughter batch, mixing group, and stress level*sex (V_ijkl_ = μ + stress level_i_ + sex_j_ + slaughter batch_k_ + mixing group_l_ + (stress level*sex)_ij_ + error_ijkl_). In order to account for multiple testing p-values were converted to a set of q-values [23]. The level of significance was set at p ≤0.05 and q ≤0.25. The raw data has been deposited in a MIAME compliant database, the National Center for Biotechnology Information Gene Expression Omnibus ( http://www.ncbi.nlm.nih.gov/geo) (accession number: [GSE44992]).

### Pathway analyses

The probe-sets were annotated by EnsEMBL Susscrofa 9 [24]. In order to unravel putative pathways associated with altered mRNA abundances in porcine PBMC cells, gene lists obtained from the microarray analyses were evaluated with ‘Ingenuity Pathway Analysis’ (IPA release winter 2012, Ingenuity Systems, Redwood City, CA, USA). The significance of association between dataset and pathway analysis was calculated according to the Benjamini-Hochberg correction implemented in IPA (p ≤0.05).

### Quantitative real-time PCR

Total transcript levels of selected target (*CCR1*, *CD14*, *TLR2*, *TLR4*, and *TREM1*) and reference genes (*HPRT1*, *PPIA*, *RPL32*) were quantified by real-time qPCR (Table 2). In total, 15 individual PBMC mRNA samples were analysed in duplicate. First-strand cDNA was synthesized from 2 μg of total RNA (n =15) using random primers and oligo d(T) 13VN in the presence of Superscript II reverse transcriptase (Invitrogen, Karlsruhe, Germany). The analyses were performed on a LightCycler 480 system using LightCycler 480 SYBR Green I Master (Roche, Mannheim, Germany). The amplification was conducted in duplicate according to manufacturer's instructions. Reactions were performed in a final volume of 10 μl using 5.0 μl of LightCycler 480 SYBR Green I Master, 2.0 μl of Aqua dest., 10 μM (0.5 μl) of each primer (Table 2) and 40 ng (2 μl) cDNA. The temperature profiles comprised an initial denaturation step at 95°C for 10 min and 40 cycles consisting of denaturation at 95°C for 15 s, annealing at 60°C for 10 s and extension/fluorescence acquisition at 72°C for 15 s. For all the assays threshold cycles were converted to copy numbers using a standard curve generated by amplifying serial dilutions of an external PCR standard (10^7^ - 10^2^ copies). At the completion of the amplification protocol, all samples were subjected to melting curve analyses and gel electrophoresis to verify the absence of any non-specific product. To account for variation in RNA input and efficiency of reverse transcription the calculated mRNA copy numbers were factorial normalized. In particular, a ratio between mean expression values of individual sample and its stress-group was computed for each of the three housekeeping genes. Subsequently, these ratios were averaged and used as normalization factor. The Fold change (FC) was computed as a ratio between normalized expression values of HS and LS samples. Data were analysed using the PROC MIXED, including effects of stress level, sex, slaughter batch, mixing group, and stress level*sex (SAS Institute, Cary, NC). The level of significance was set at p ≤0.05.

**Table 2:** **Primer used to verify microarray experiments by qPCR**

Gene symbol	Sequence 5' - 3' For	Sequence 5' - 3' Rev	Size (bp)
CCR1	CATTCCAGAAGATTGGGACAA	TGGCTCCAGGCTCATAGTAGA	182
CD14	GAGGTGGCAGAGTTCAAAGAG	CATGGTCGATAAGGTCCTCAA	196
TLR2	TAAGTTGAAGACGCTCCCAGA	ACAGGAAGTCACAGGAGCAGA	167
TLR4	CTCTGCCTTCACTACAGAGA	TTGAGTCGTCTCCAGAAGAT	323
TREM1	GGGAGAGACCCTGAATGTGA	ATCTTCCCCACCTGGACTTTA	156
HPRT1*	GTGATAGATCCATTCCTATGACT	TGAGAGATCATCTCCACCAATTA	104
PPIA*	GATTTATGTGCCAGGGTGGT	CTTGGCAGTGCAAATGAAAA	179
RPL32*	AGCCCAAGATCGTCAAAAAG	TGTTGCTCCCATAACCAATG	165

*CCR1* – chemokine (C-C motif) receptor 1; *CD14* – CD14 molecule; *TLR2* – toll-like receptor 2; *TLR4* – toll-like receptor 4; *TREM1* – triggering receptor expressed on myeloid cells 1 precursor; *HPRT1* – hypoxanthine phosphoribosyltransferase 1; *PPIA* – peptidylprolylisomerase A (cyclophilin A); *RPL32* – ribosomal protein 32; * reference gene.

## Results

The samples used in this study were selected from a larger animal experiment [5]. In order to study transcriptional responses and to obtain molecular markers for stress levels in pig herds, different levels of psychosocial stress were induced by mixing unfamiliar pigs with different temperaments. Animals were assigned as either psychosocially high stressed (HS; n =8) or psychosocially low stressed (LS; n =8) to create two microarray experimental groups to analyse their transcriptional patterns in porcine PBMC. 

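Transcript levels in PBMC, the fraction of blood rich in lymphocytes and monocytes, were read from 15 Affymetrix porcine arrays of 1 animal each, from 3 HS-females, 4 LS-females, 4 HS-males and 4 LS-males. The sample labels give every animal a high or a low status of aggressiveness, and this status was taken as HS or LS. They name German Landrace as the breed, whereas the paper describes crossbred pigs. The paper selected 16 animals, of which 15 are analysed here. The deposited values are signal intensities on a linear scale, 1 for each probe-set and array, for which the submitters' processing notes name GCOS 1.1.1. The authors' methods describe GC-RMA, which returns log2 values. After trimming 2% of the probe-sets at each end, the mean signal was 500 on every array. The median signal ranged from 118 to 128 in HS-females, from 110 to 126 in LS-females, from 119 to 138 in HS-males and from 114 to 127 in LS-males. The signals were quantile-normalized between arrays, set to at least 1 and log2-transformed. All values given for a group are the mean and SD of these log2 signals. Groups were compared with limma in 1 model with a mean for each of the 4 groups, and a probe-set was called altered at p of 0.05 or less and q of 0.25 or less, the levels the paper used. The variance analysis of the paper also held slaughter batch and mixing group, which the sources used here do not give for single animals, so both are left out of the model. With 3 or 4 arrays in a group, the number of arrays limits the precision of every comparison.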

Mixing unfamiliar pigs affected physical and physiological parameters of psychosocial stress in the expected way: The skin lesion score was higher in HS than in LS animals and the physiological stress parameters creatine kinase activity and plasma cortisol level were elevated in HS compared to LS animals (Table 1). These issues reflect damage to muscle fibres due to strenuous physical activity and the resulting adrenal response due to psychosocial stress, respectively. Interestingly, differences between the measured parameters were sex-independent.

In total the microarray analyses identified 12,830 expressed probe-sets (~53%) according to MAS5 filtering. Further filtering steps based on the variability and strength of expression revealed 8,029 probe-sets for further analyses. These probe-sets represented 5,776 genes [24].

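Transcripts of haem and haemoglobin synthesis were among the probe-sets kept for the tests, with a mean log2 signal over the 15 arrays of 14.52 for ALAS2 and 14.26 for HBM. The ribosomal protein transcript RPS18 stood at 14.20 and the MHC class II transcript SLA-DRA at 13.16. Signals of different probe-sets are not comparable as amounts of transcript. Over all tested probe-sets the mean log2 signal had a median of 6.30 and a lower quartile of 4.51. Of the 23999 probe-sets other than Affymetrix controls, 3428 had an SD under 0.20 over all arrays and 681 a mean log2 signal under 2.5, the limits the paper used, which left 19891 probe-sets. Of these, 7902 carry 1 gene symbol in the annotation, and they represent 5485 genes. The MAS5 detection calls that the authors used as a first filter were not used here.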

### Unaltered transcriptional patterns due to stress level

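NR2F2, which encodes an orphan nuclear receptor, and TXNDC15, which encodes a protein with a thioredoxin domain, were higher in HS than in LS animals. The log2 signal of NR2F2 was 3.64 ± 0.63 (SD, n = 3) in HS-females against 0.99 ± 0.59 (n = 4) in LS-females, and 4.55 ± 0.62 (n = 4) in HS-males against 2.39 ± 0.63 (n = 4) in LS-males. Over both sexes the log2 fold change of NR2F2 was 2.41 (SE 0.31, q = 0.0571 from limma) and that of TXNDC15 2.05 (SE 0.35, q = 0.206 from limma). The signals of NR2F2 are among the low ones of the array, where the size of a fold change is least certain. 4 probe-sets without a gene symbol fell to between 0.224-fold and 0.499-fold in HS animals (q = 0.0998 to 0.212), and no other probe-set was called. At p of 0.05 or less alone, 1095 of the 19891 probe-sets differed, 574 of them higher and 521 lower in HS animals, where 995 are expected by chance, and their q-values ranged from 0.0571 to 0.752. On the deposited scaling, without quantile normalization, 819 were higher and 339 lower. In splits of the arrays drawn within each sex the median at this p was 876.5, and 17 of 100 splits gave as many as 1095. The other kept probe-sets of NR2F2 differed between males by 0.12 and -1.69 on the log2 scale, and that of TXNDC15 differed between females by -0.20. The number of called probe-sets was 0 with an intensity trend and a robust prior in limma, 2 without HS-males replicate 14 and 43 without HS-females replicate 13.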

The analysis revealed 706 probe-sets with an altered mRNA abundance at p ≤0.05 that correspond to q-values ranging between 0.24 and 0.36. Indeed, only 2 probe-sets (Ssc.13877.1.A1_at and Ssc.3445.1.S1_at, annotated as *Trip11* and *ARL4C*, respectively) appeared to be altered in HS samples compared to LS samples at q <0.25. However, in order to get a first hint about transcriptional differences due to stress response, we uploaded this particular gene list (p ≤0.05; q ≤0.36) to IPA. 

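The signal of the probe-set that the paper names TRIP11 was 7.69 ± 0.31 (SD, n = 3) in HS-females and 7.74 ± 0.12 (n = 4) in LS-females. Over both sexes its log2 fold change between HS and LS animals was 0.08 (SE 0.21, q = 0.828 from limma). In males the TRIP11 signal was 7.47 ± 0.40 (n = 4) in HS-males and 7.26 ± 0.53 (n = 4) in LS-males, a difference of 0.21 (SE 0.28), against -0.06 (SE 0.30) between females. It was not called, and the annotation used here gives this probe-set no symbol, so the name is the paper's. Between females the difference turned to 0.12 without HS-females replicate 13 and to 0.14 with the marker difference as covariate.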

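Transcripts of Toll-like receptor and TREM1 signalling, the pathways by which myeloid cells sense microbial products and amplify inflammation, were higher on average in HS than in LS animals. Of 24 measured genes of Toll-like receptor signalling, 19 had a positive log2 fold change over both sexes (median 0.31, camera adjusted p = 0.00338 over 27 lists, adjusted p = 0.527 with an estimated correlation). Of 29 genes of TREM1 signalling, 20 were positive (median 0.15, adjusted p = 0.0225, adjusted p = 0.527 with an estimated correlation), 6 of them at p of 0.05 or less. TREM1 itself was 2.93-fold and MYD88, the adaptor of most Toll-like receptors, 1.54-fold of the LS level, both at p of 0.05 or less but at q = 0.752 in limma. Leaving out 1 array, the adjusted p of the Toll-like receptor list ranged from 3.4e-05 to 0.0387, while the TREM1 list no longer passed without LS-males replicate 3 (0.088) or 15 (0.0542), HS-males replicate 5 (0.0563) or 6 (0.0629) or HS-females replicate 13 (0.0756). Genes of dendritic cell maturation (23 of 35 positive, median 0.10) and of IL-6 signalling (16 of 24 positive, median 0.10) did not pass the list test, at an adjusted p of 0.0886 each, nor did those of IL-8 signalling (16 of 26 positive, median 0.11, adjusted p = 0.0818). The first 2 of these passed without HS-males replicate 2 (0.015 and 0.00796), all 3 without LS-males replicate 4 (0.0475, 0.0316 and 0.00838) or LS-females replicate 11 (0.0366, 0.0492 and 0.027), and the last without LS-females replicate 1 (0.0347). No single member was called, over all probe-sets or adjusted over the list alone in limma. These lists hold genes that the paper reports from the same animals and are therefore not independent evidence of direction. Monocyte markers shifted with them, 12 of 13 being positive (median 0.42, adjusted p = 0.00491, adjusted p = 0.527 with an estimated correlation), but they no longer passed without LS-males replicate 3 (0.058).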

HS and LS samples showed deviations within numerous immune pathways (HS > LS), including TREM1 signalling, dendritic cell maturation, Toll-like receptor signalling, and IL-6 signalling. Thus, these processes might represent transcriptional alterations which were only pronounced in a particular subgroup of the dataset. Thereupon, we examined the variance component stress level*sex to unravel the subtle modifications of the gene expression machinery.

### Sex-dependent mRNA alterations due to stress level

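FADS2, a fatty acid desaturase, went in opposite directions in the 2 sexes. Its log2 signal was 3.49 ± 0.39 (SD, n = 3) in HS-females and 5.61 ± 0.39 (n = 4) in LS-females, but 5.49 ± 0.34 (n = 4) in HS-males and 3.90 ± 0.60 (n = 4) in LS-males. The stress effect in females minus that in males was -3.71 (SE 0.47, q = 0.0473 from limma), which made FADS2 the single probe-set of 19891 called for the interaction. At p of 0.05 or less 902 probe-sets showed an interaction, where 995 are expected by chance. In splits of the arrays drawn within each sex the median was 880.5, and 43 of 100 splits gave as many as 902. Among gene lists, monocyte markers responded more in females than in males, with all 13 measured genes on that side (median 0.68, camera adjusted p = 0.00279, adjusted p = 0.687 with an estimated correlation), and 13 of 15 genes of cell division had a positive difference as well (median 0.46, with the same adjusted p-values), which came more from a fall in HS-males (median -0.25) than from a rise in HS-females (median 0.16). Without HS-males replicate 2 neither list passed (medians 0.40 and 0.39, adjusted p = 0.0584 each). For the genes of Toll-like receptor signalling the median difference between the sexes was 0.32 and for those of TREM1 signalling 0.31 (adjusted p = 0.16 each), and both passed without HS-males replicate 6 (0.03 each). A further FADS2 probe-set, of higher mean signal, did not show this pattern (0.58 in females, SE 0.72, q = 0.811 from limma). FADS2 is no longer called with a robust prior and intensity trend or with the difference between monocyte and lymphocyte markers as a covariate, and without HS-females replicate 13 the number called was 21.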

The variance analyses revealed differences in mRNA abundances due to stress level interacting with sex (Figure 2). In particular, relevant stress-dependent alterations were only found between female samples: Comparing HS-females and LS-females 1,038 probe-sets differed significantly (315 probe-sets: HS-females > LS-females). 

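Between females 3 probe-sets were called, all lower in HS-females. FADS2 fell to 0.23-fold (log2 fold change -2.12, SE 0.34, q = 0.202 from limma), and 2 probe-sets without a symbol fell further, to 0.132-fold and 0.201-fold at the same q. The HS-female signals of all 3 lie under 4.51, the lower quartile of the tested probe-sets, so the sizes of these fold changes are uncertain. VNN1, which encodes the pantetheinase vanin 1, was 3.54-fold of the LS-female level without being called (q = 0.451 from limma). 1 probe-set of FOXO3, a transcription factor, differed by 2.37 on the log2 scale (SE 0.52, q = 0.526 from limma) and its other kept probe-set by -0.25 (SE 0.44). At p of 0.05 or less, 1184 of the 19891 probe-sets differed, 550 of them higher and 634 lower in HS-females, where 995 are expected by chance, and the q-value of the last was 0.743. On the deposited scaling 705 were higher and 530 lower. None of them passed a Benjamini-Hochberg adjusted p under 0.05 in limma, and an ordinary linear model without moderation found 1314 at p of 0.05 or less and called 0. In splits of the female arrays into groups of the same sizes the median at this p was 834 in limma. As many as 1184 were found in 5 of 35 splits. The number called depended on single animals, being 120 without HS-females replicate 13, 6 without HS-females replicate 10 or LS-females replicate 11 and 0 without LS-females replicate 1 or 12, and it was 19 with only the female arrays in the model.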

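Among the probe-sets at p of 0.05 or less, the greatest difference towards HS-females was 23.5-fold, for a probe-set that has no gene symbol. Its log2 signal was 10.65 ± 3.02 (SD, n = 3) in HS-females and 6.09 ± 0.65 (n = 4) in LS-females. Towards LS-females the greatest fold change was -16.6, for NPM2, a histone chaperone of the nucleoplasmin family, at 3.04 ± 0.34 (n = 3) against 7.09 ± 0.51 (n = 4). Neither was called (q = 0.526 each, limma), and leaving out 1 array the greatest fold change towards HS-females ranged from 15.4 (without HS-females replicate 8) to 53 (without LS-females replicate 12) and 78.2 (without HS-females replicate 10). The HS-female signal of NPM2 lies under 4.51, the lower quartile of the tested probe-sets, so the size of its fold change is uncertain. With only the 12830 probe-sets of highest mean entering the filter, a setting added after the data were seen, the fold changes ranged from 23.5 to -5.78.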

The magnitude of differential expression (fold change - FC) ranged between 18.8 (HS-females > LS-females) and -4.2 (HS-females < LS-females). According to IPA a set of immunological pathways were found to differ due to stress level among female samples. The top pronounced pathways which differed in transcript levels are displayed in Table 3 and Additional file 1. Genes associated with TREM 1 signalling, dendritic cell maturation, IL-6 signalling, Toll-like receptor signalling, and IL-8 signalling showed an increased mRNA abundance in HS-females. 

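Transcripts of the innate immune pathways were shifted upwards as groups in HS-females. Of 24 measured genes of Toll-like receptor signalling 19 were higher than in LS-females (median log2 fold change 0.51, camera adjusted p = 0.00217 over 27 lists), of 29 genes of TREM1 signalling 21 (median 0.33, adjusted p = 0.0136), of 35 genes of dendritic cell maturation 24 (median 0.18), of 24 genes of IL-6 signalling 17 (median 0.17) and of 26 genes of IL-8 signalling 17 (median 0.29), the last 3 at an adjusted p of 0.0452 each. With an estimated correlation between genes none of the 5 passed, at an adjusted p of 0.505 for dendritic cell maturation and an adjusted p of 0.423 for the others. IL1B, the inflammatory cytokine, had a log2 signal of 10.49 ± 0.18 (SD, n = 3) in HS-females and 9.43 ± 0.46 (n = 4) in LS-females, and the protease inhibitor transcript A2M 10.21 ± 0.29 and 8.95 ± 0.62. The 2 other kept probe-sets of A2M, of lower signal, differed by 0.06 (SE 0.79) and -1.51 (SE 0.90), and the mean over the 3 by -0.06. HMOX1, which degrades haem, was 2.32-fold (log2 SE 0.39), TLR9, a receptor for unmethylated DNA, 1.84-fold (SE 0.29), the G protein subunit GNG10 1.69-fold (SE 0.33) and the adaptor TYROBP 1.80-fold (SE 0.40) of the LS-female level, and these 6 genes had q-values from 0.728 to 0.744 in limma. Within the lists 4 genes of TREM1, 5 of Toll-like receptor, 3 of dendritic cell, 2 of IL-6 and 5 of IL-8 signalling were higher at p of 0.05 or less and 1, 0, 2, 0 and 1 lower, and 0 were called over all probe-sets or adjusted over the list alone (limma). Averaged over each list per animal, the Toll-like receptor score was 0.28 ± 0.15 (n = 3) in HS-females and -0.21 ± 0.09 (n = 4) in LS-females (exact permutation test, two-sided, p = 0.0286, the smallest p that 3 animals against 4 allow), and the TREM1 score 0.17 ± 0.06 and -0.15 ± 0.12 (p = 0.0571, same exact test). For the dendritic cell, IL-6 and IL-8 lists this exact test gave p = 0.143, p = 0.114 and p = 0.286, and adjusted over the 27 lists it gave 0.386 for Toll-like receptor, 0.463 for TREM1, 0.475 for dendritic cell and IL-6 and 0.514 for IL-8 signalling. Markers of monocytes moved in the same direction, with 13 of 13 higher (median 0.69, adjusted p = 8.3e-05, adjusted p = 0.423 with an estimated correlation), led by VCAN at 2.99-fold and AIF1 at 2.03-fold. So did 10 of 12 neutrophil markers (median 0.79, adjusted p = 0.0277, adjusted p = 0.423 with an estimated correlation), led by LTF at 6.43-fold. The neutrophil list no longer passed without HS-females replicate 8 (0.124) or LS-females replicate 9 (0.119). The exact permutation test gave p = 0.0857 for the monocyte and p = 0.171 for the neutrophil scores, 0.463 and 0.475 adjusted over the 27 lists. The monocyte scores overlapped, with 0.32 in LS-females replicate 11 and 0.30 in HS-females replicate 10. The 5 pathway lists hold 5 to 9 genes each that the paper found in the same animals and are not independent evidence; without those genes the adjusted p was 0.0798 for Toll-like receptor, 0.496 for TREM1, 0.824 for dendritic cell, 0.389 for IL-6 and 0.339 for IL-8 genes. Without HS-females replicate 13 none of the 5 passed, at 0.0809 for Toll-like receptor, 0.335 for dendritic cell and 0.0939 for the other 3 lists, and other single animals also ended calls. These were LS-females replicate 1 (0.0509), 9 (0.118) or 12 (0.0957) or HS-females replicate 8 (0.0589) for dendritic cell genes, LS-females replicate 1 (0.0909) or 9 (0.0899) or HS-females replicate 8 (0.124) for IL-6 genes, and LS-females replicate 9 (0.176) or 12 (0.109) or HS-females replicate 8 (0.124) for IL-8 genes. Having entered the transcripts altered between female groups into IPA, the paper states from the Benjamini-Hochberg corrected results (Table 3) that these immune pathways differed by stress level among females, and it considers them, after clustering the groups (Figure 3), a specific response of HS-females.

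**Figure D1:**
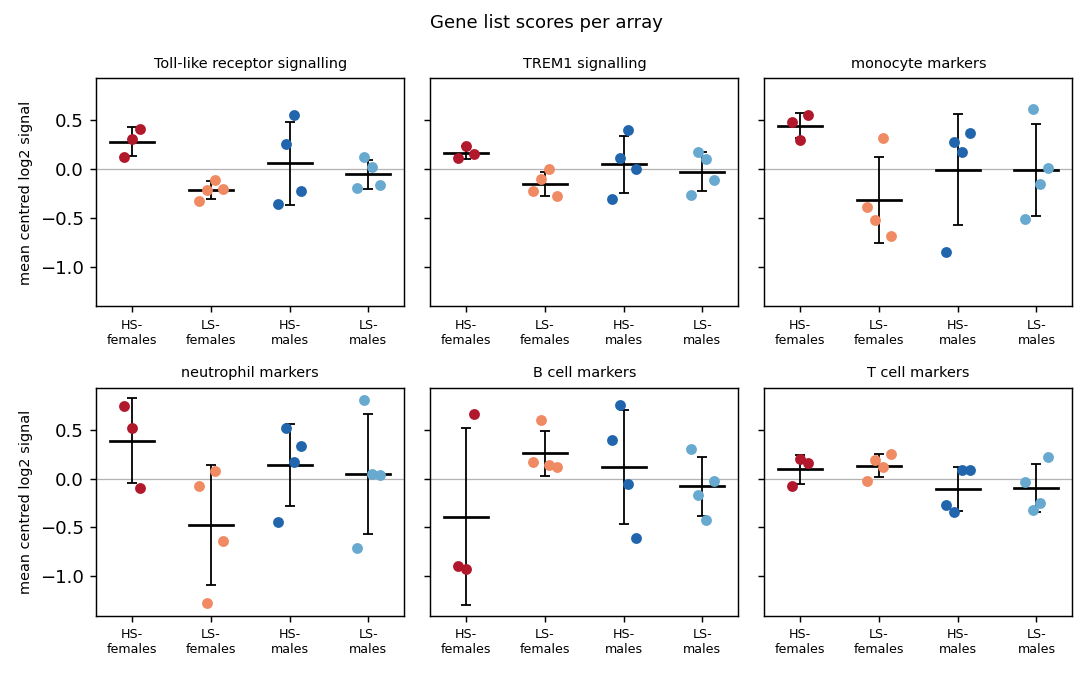
Mean log2 signal of each gene list relative to the mean over the 15 arrays, 1 point per animal, for HS-females (n = 3), LS-females, HS-males and LS-males (n = 4 each), with bars for the mean and SD. The Toll-like receptor scores of HS-females lie between 0.12 and 0.41, above those of LS-females, which lie between -0.33 and -0.11, whereas scores of males spread over both ranges.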

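The lists of B cell markers, MHC class II, ribosomal protein and oxidative phosphorylation genes had a negative median in HS-females, and none of them passed the test over all arrays. CD79B, a subunit of the B cell receptor, had a log2 signal of 9.71 ± 1.29 (SD, n = 3) in HS-females and 10.99 ± 0.29 (n = 4) in LS-females (q = 0.734, limma). The median over the 3 measured B cell markers was -0.66 (camera adjusted p = 0.0975). Of 9 MHC class II genes 8 were lower (median -0.23, adjusted p = 0.0965), SLA-DQA1 being 0.717-fold (q = 0.749, limma). Ribosomal protein genes (8 of 26 higher, median -0.14, adjusted p = 0.0898) and genes of oxidative phosphorylation (7 of 22 higher, median -0.10, adjusted p = 0.287) lay on the same side, with RPLP2 at 0.733-fold and ATP5I at 0.531-fold (q = 0.749 and q = 0.735, limma). T cell markers went both ways, with 5 of 12 higher (median -0.07, adjusted p = 0.216), CD4 at 3.58-fold and the cytokine receptor IL7R at 0.573-fold (q = 0.735 each, limma). Without HS-females replicate 13 the B cell markers and the MHC class II genes passed, at an adjusted p of 0.00439 each, as did the MHC class II genes without LS-females replicate 12 (0.0315) and the ribosomal protein genes without HS-females replicate 10 (0.032).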

No single pathway was found to be increased in LS-females using Benjamini-Hochberg multiple testing corrections.

**Figure 2:**
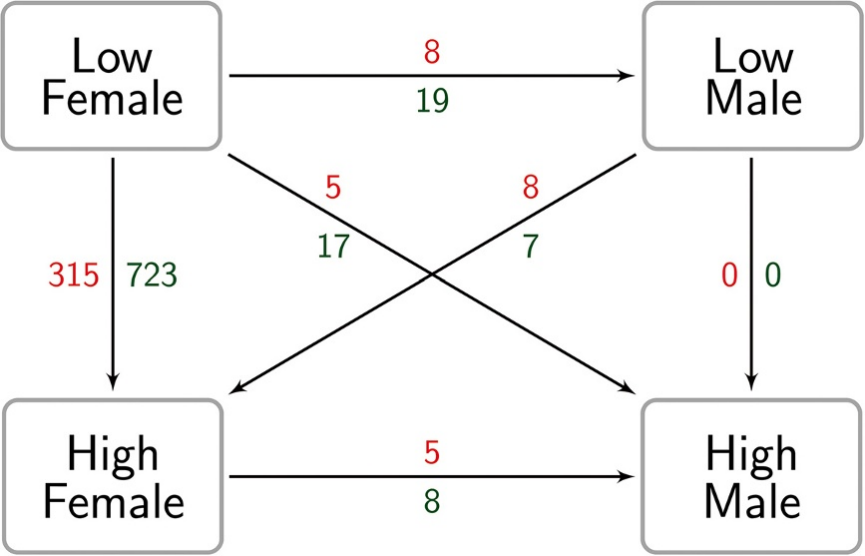
**Numbers of probe-sets showing altered mRNA abundances according to stress level and sex.** Probe-sets differ between females, but not between male animals. Red and green numbers indicate higher and lower transcript abundances, respectively (e.g. 315 probe-sets showed an increased mRNA abundance in HS-females compared to LS-females).

**Table 3:** **Ingenuity pathway analysis of transcripts with higher expression between High-stressed females and Low-stressed females**

Canonical pathway	Expression	p-value	Involved genes with altered mRNA abundances												
Dendritic cell maturation	HSF > LSF	6.20E-04	Gene symbol	CD1D	ICAM1	IL1B	IL1RN	JAK2	MYD88	TLR2	TLR4	TNFRSF1A	TNFRSF1B	TRD@	TYROBP
			Fold Change	+1.74	+1.56	+2.35	+3.07	+1.69	+1.85	+1.82	+3.71	+1.43	+1.79	+1.81	+1.92
IL-6 signaling	HSF > LSF	7.69E-03	Gene symbol	A2M	CD14	CSNK2A1	IL1B	IL1RN	JAK2	TNFRSF1A	TNFRSF1B				
			Fold Change	+3.00	+3.89	+1.38	+2.35	+3.07	+1.69	+1.43	+1.79				
IL-8 signaling	HSF > LSF	4.67E-02	Gene symbol	GNG10	ICAM1	MYL2	PTGS2	RHOQ	SRC	TEK	VASP				
			Fold Change	+1.70	+1.56	+1.49	+2.62	+2.13	+1.51	+2.12	+1.26				
Toll-like receptor signaling	HSF > LSF	1.83E-02	Gene symbol	CD14	LY96	MYD88	TLR2	TLR4							
			Fold Change	+3.89	+1.43	+1.85	+1.82	+3.71							
TREM 1 signaling	HSF > LSF	3.22E-05	Gene symbol	CASP1	ICAM1	IL1B	JAK2	MYD88	TLR2	TLR4	TREM1	TYROBP			
			Fold Change	+1.70	+1.56	+2.35	+1.69	+1.85	+1.82	+3.71	+2.80	+1.92			

P-value: significance of association between dataset and IPA according to Benjamini-Hochberg multiple testing correction; Details regarding involved genes were displayed in Additional file 1.

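None of the gene lists that were shifted in females passed the test between HS-males and LS-males over all arrays. The median log2 fold change was 0.15 for Toll-like receptor signalling (16 of 24 genes higher, camera adjusted p = 0.541), 0.09 for TREM1 signalling (19 of 29, adjusted p = 0.759) and -0.01 for monocyte markers (6 of 13, adjusted p = 0.988). For dendritic cell maturation it was 0.08, for IL-6 signalling 0.09 and for IL-8 signalling 0.06 (adjusted p = 0.815 each). It was 0.23 for neutrophil markers (8 of 12), 0.18 for genes of glycolysis and hypoxia (8 of 14) and 0.12 for interferon-induced genes (13 of 17), at the same adjusted p, and 0.20 for glucocorticoid-induced genes (12 of 15, adjusted p = 0.291). These values depended on HS-males replicate 2, whose monocyte score was -0.85 against 0.18 to 0.37 in the other HS-males. Without it, a setting added for lists after the data were seen, the median was 0.35 for monocyte markers (10 of 13, adjusted p = 0.0688), 0.28 for TREM1 signalling (adjusted p = 0.0688), 0.34 for Toll-like receptor signalling and 0.32 for glucocorticoid-induced genes, of which the last 2 passed (adjusted p = 0.0228 and 0.00729). Genes of cell division were lower in HS-males, 1 of 15 being positive (median -0.25, adjusted p = 0.00842, adjusted p = 0.995 with an estimated correlation), but they no longer passed without HS-males replicate 2 (0.0688) or 6 (0.0625) or LS-males replicate 3 (0.215), 4 (0.054) or 7 (0.0655). Platelet markers, with a median of -0.48 (adjusted p = 0.291) over all arrays, passed only without LS-males replicate 15. 2 of 19891 probe-sets were called, neither with a gene symbol, at log2 fold changes of -2.75 (q = 0.051, limma) and -2.40 (q = 0.0229, limma). At p of 0.05 or less, 914 probe-sets differed, 433 of them higher and 481 lower in HS-males, where 995 are expected by chance, and on the deposited scaling 572 were higher and 325 lower. In splits of the male arrays into groups of the same sizes the median at this p was 958. As many as 914 were found in 24 of 35 splits. With an intensity trend and a robust prior 0 were called, with only the male arrays in the model 15, and without LS-males replicate 15 the number was 10.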

Despite pronounced differences in their stress level (Table 1), the comparisons between male samples revealed no alterations regarding their expression profiles (HS-males = LS-males). Moreover, the remaining comparisons between females and males revealed only marginal transcriptional differences (Figure 2).

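EIF1AY, a translation factor gene of the Y chromosome, separated the sexes at every stress level, with a log2 signal of 10.85 ± 0.15 (SD, n = 4) in HS-males and 10.72 ± 0.24 (n = 4) in LS-males against 1.96 ± 1.41 (n = 3) in HS-females and 2.15 ± 1.24 (n = 4) in LS-females. By EIF1AY, the single measured gene of the list of Y-linked genes, each array carries the sex its label gives. LOC396706, which the gene table used here also places on the Y chromosome, did not separate the sexes at every stress level. It was called between LS-females and HS-males (log2 fold change -3.87, q = 0.132 from limma) and in no other comparison of a female with a male group. Its log2 signal was 3.62 ± 1.55 in HS-females, 1.24 ± 0.43 in LS-females, 5.10 ± 0.11 in HS-males and 4.46 ± 1.66 in LS-males. Its other kept probe-set stood at 3.96 ± 1.63, 5.14 ± 0.80, 4.85 ± 0.29 and 4.96 ± 0.35. KDM6A, an X-linked histone demethylase that escapes X inactivation, was higher in LS-females than in LS-males by 0.99 on the log2 scale (9.98 ± 0.08 against 8.99 ± 0.18, q = 0.0302, limma). 11 probe-sets were called in all 4 comparisons of a female with a male group, 6 of them higher and 5 lower in females, and EIF1AY is the one with a gene symbol. In total 31 probe-sets were called between LS-females and LS-males (18 higher and 13 lower in females), 20 between HS-females and HS-males (11 and 9), 37 between LS-females and HS-males (18 and 19) and 25 between HS-females and LS-males (12 and 13), and 65 in at least 1 of the 4. At a Benjamini-Hochberg adjusted p under 0.05 the numbers were 16, 13, 14 and 13 (limma). Without HS-females replicate 13 there were 119 between HS-females and HS-males and 75 between HS-females and LS-males.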

All probe-sets found to differ due to the variance component stress level*sex were clustered (Figure 3) to estimate the relationship of the appearing subgroups (HS-females, HS-males, LS-females, and LS-males). The analyses identified the transcriptional responses of HS-female samples as most distant compared to LS-females and male samples. Hence, the alteration of immunological pathways between female samples was considered a specific transcriptional response of HS-females.

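Over the 19891 probe-sets tested, the mean profile of HS-females lay at a Euclidean distance of 100 from LS-females, 104 from HS-males and 102 from LS-males. Such a distance is the square root of the squared differences in log2 signal, summed over probe-sets. The distances among the other groups were 99.1 between LS-females and HS-males, 96.2 between LS-females and LS-males and 92.7 between HS-males and LS-males, and complete linkage joined HS-females last. The mean distance of HS-females exceeded the mean among the others by 5.88, which is within what permuting the arrays over groups of the same sizes gives (100000 permutations, one-sided, p = 0.707). Leaving out 1 array of another group, the excess ranged from 2.21 to 4.6, and it was 18 without HS-females replicate 8 (p = 0.762, 10000 permutations), 15.6 without replicate 10 (p = 0.969) and 23.7 without replicate 13 (p = 0.194), where 2 arrays make up the group. HS-females are the smallest group, and a mean of 3 arrays carries more noise than a mean of 4. Over the 65 probe-sets called in any comparison of groups, EIF1AY among them, HS-females and LS-females stood 13.2 apart and HS-males and LS-males 11.6, whereas distances between the sexes were 28.7 to 29.8. These 65 were each called between a female and a male group, and selection for a difference between the sexes favours this arrangement. Over the 902 probe-sets at p of 0.05 or less for the interaction, HS-females stood 24.6 from LS-males, 41.6 from LS-females and 41.9 from HS-males, LS-females stood 24.4 from HS-males, and the pair of HS-females and LS-males was joined with the other pair last, an arrangement that selection for an interaction favours. Over the 1184 probe-sets at p of 0.05 or less between female groups, which are selected for that difference, HS-females joined last. With 1 minus the correlation of centred profiles as the distance, the excess of HS-females was -0.0741 (p = 0.717, permutation test).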

**Figure 3:**
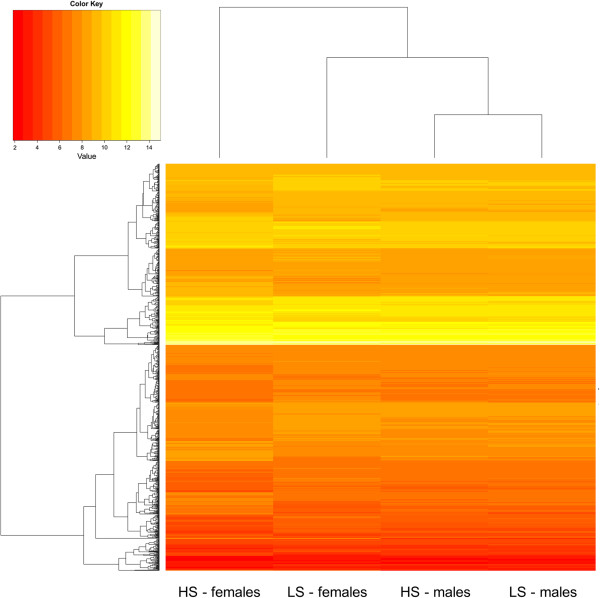
Heat-map considering the altered probe-sets (rows) due to the variance component stress level*sex (columns). The clustering revealed HS-females as most different from LS-females and male samples.

### Alterations in mRNA abundances of selected cell surface receptors

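Of 17 transcripts encoding immune receptors, 13 were measured, and 9 of these were higher in HS-females than in LS-females (median log2 fold change 0.77, camera adjusted p = 0.0332, adjusted p = 0.423 with an estimated correlation). The list no longer passed without LS-females replicate 1 (0.0509) or 9 (0.0899) or HS-females replicate 8 (0.124) or 13 (0.0983), nor among the 12830 probe-sets of highest mean (0.0604), a setting added after the data were seen. The paper chose this list on these animals, so its shift is not independent evidence. LS-females replicate 11 had a list score of 0.11, against -0.43 to -0.42 in the other LS-females. Monocyte markers were higher in the same comparison (13 of 13, median 0.69, camera adjusted p = 8.3e-05). With the difference between monocyte and lymphocyte markers as a covariate, TNFRSF1A and IL27RA turned direction between females, and the other measured receptors did not. That covariate also removes a change within monocytes. It is built in part from genes of the paper's tables, among them the receptor IL7R, a T cell marker. Whether the share of monocytes carries the shift of the receptors therefore cannot be told. IL13RA1, a subunit of the IL-13 receptor, had a log2 signal of 6.10 ± 0.08 (SD, n = 3) in HS-females and 4.75 ± 0.65 (n = 4) in LS-females, a 2.56-fold difference (q = 0.728, limma), and was 0.742-fold in HS-males. The TNF receptor transcripts TNFRSF1B and TNFRSF1A were 1.70-fold and 1.35-fold of the LS-female level (log2 SE 0.36 and 0.29), and CCRL2, a chemokine-binding receptor, 1.58-fold (SE 0.39), at q-values from 0.744 to 0.753 in limma. TRAF5, an adaptor of TNF receptors, was 0.366-fold (5.49 ± 1.48 against 6.94 ± 0.50, q = 0.728, limma), although its other kept probe-set was higher by 1.40 on the log2 scale. IL27RA was 0.779-fold and IL6R 0.360-fold (q = 0.753 and q = 0.777, limma). 5 of the 13 were higher and 2 lower at p of 0.05 or less, and 0 were called over all probe-sets or adjusted over the list alone. Between males 10 of the 13 were positive (median 0.08, adjusted p = 0.833), 0 of them at p of 0.05 or less, and without HS-males replicate 2 the median was 0.26 (9 of 13, adjusted p = 0.0804). The difference between the sexes in the response of the list had a median of 0.65 (adjusted p = 0.16, passing only without HS-males replicate 6), and that of IL13RA1 was 1.79 (SE 0.63, q = 0.846, limma).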

A variety of transcripts encoding immune receptors (*CCR1, CCRL2, CD1D, CD14, CD19, CR2, CXCR7, IL13RA1, IL27RA, IL6R, IL7R, TLR2, TLR4, TNFRSF1, TNFRSF1B, TRAF5, TREM1*) showed different mRNA abundances dependent on the affiliation to either the HS or LS group in females but not in males (Table 4). In order to validate the microarray experiment, 5 selected transcripts encoding cell surface receptors associated with immune functions were analysed by qPCR: *CCR1*, *CD14*, *TLR2*, *TLR4*, and *TREM1* (Table 5). Regarding the microarray analysis, the mean expression values (log2) of the selected target and reference genes ranged between 3.94 and 15.06. Thus, the subset represented the distribution of expression values and highlighted the independence of expression variability and logarithmised mRNA abundances. 

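Over the 15 arrays and on the scale used here, TREM1 had the lowest mean log2 signal of these genes, 6.00, followed by CD14 at 7.65, CCR1 at 9.09, TLR4 at 9.21, TLR2 at 9.41, RPL32 at 9.75 and HPRT1 at 11.32. The probe-sets of the reference gene PPIA did not pass the filter. HPRT1, an enzyme of purine salvage, had a log2 fold change of 0.29 (SE 0.19) between female groups and -0.22 (SE 0.18) between male groups, and the ribosomal protein transcript RPL32 of -0.06 (SE 0.28) and 0.27 (SE 0.26), none of them called. For RPL32 the difference between females turned to 0.23 without HS-females replicate 13 and to 0.07 without LS-females replicate 11.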

Within the microarray experiment all selected transcripts showed significantly altered mRNA abundances between females (HS-females > LS-females), but not between male samples (q-values >0.25). 

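All 5 receptors were higher in HS-females than in LS-females on the arrays, and their values did not overlap between the 2 female groups. The chemokine receptor CCR1 had a log2 signal of 9.77 ± 0.28 (SD, n = 3) in HS-females and 8.46 ± 0.53 (n = 4) in LS-females, a 2.48-fold difference (log2 fold change 1.31, SE 0.43, q = 0.728 from limma). For TLR4, the receptor of bacterial lipopolysaccharide, the values were 9.92 ± 0.22 and 8.72 ± 0.57 (log2 fold change 1.20, SE 0.42), and for TLR2, which binds bacterial lipoproteins, 9.81 ± 0.29 and 9.01 ± 0.09 (0.80, SE 0.31). CD14, the lipopolysaccharide co-receptor of monocytes, stood at 8.28 ± 0.34 and 7.11 ± 0.36 (1.16, SE 0.59), with a dimmer probe-set at -0.17. TREM1 had 7.12 ± 0.14 and 4.81 ± 1.31 (2.31, SE 0.95). The size of this difference depended on LS-females replicate 12, with a TREM1 signal of 2.90 against 5.07 to 5.76 in the other LS-females. 4 of the 5, all but CD14, differed at p of 0.05 or less, and at q-values of 0.728 to 0.749 in limma none was called. Between males the differences were 1.73-fold for TREM1, 1.13-fold for CCR1, 1.10-fold for CD14, 1.05-fold for TLR4 and 1.02-fold for TLR2, each within its standard error. They depended on HS-males replicate 2, with a CD14 signal of 5.74 against 8.19 to 8.65 and a TREM1 signal of 4.40 against 6.72 to 7.75 in the other HS-males, and on LS-males replicate 3. Without HS-males replicate 2 they were 2.86-fold for TREM1, 1.40-fold for CCR1, 1.75-fold for CD14, 1.32-fold for TLR4 and 1.20-fold for TLR2, and without LS-males replicate 3 the TREM1 difference was 1.01-fold. Of the 4 other kept probe-sets of TLR4, which differed between females by 0.20 to 2.53 on the log2 scale, 1 was 1.51-fold in males (log2 fold change 0.59, SE 0.25, q = 0.952 from limma). The response in females minus that in males was 1.52 (SE 1.29) for TREM1, 1.14 (SE 0.59) for CCR1, 1.13 (SE 0.58) for TLR4, 1.03 (SE 0.81) for CD14 and 0.77 (SE 0.43) for TLR2 on the log2 scale, at q = 0.846 each in limma.

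**Figure D2:**
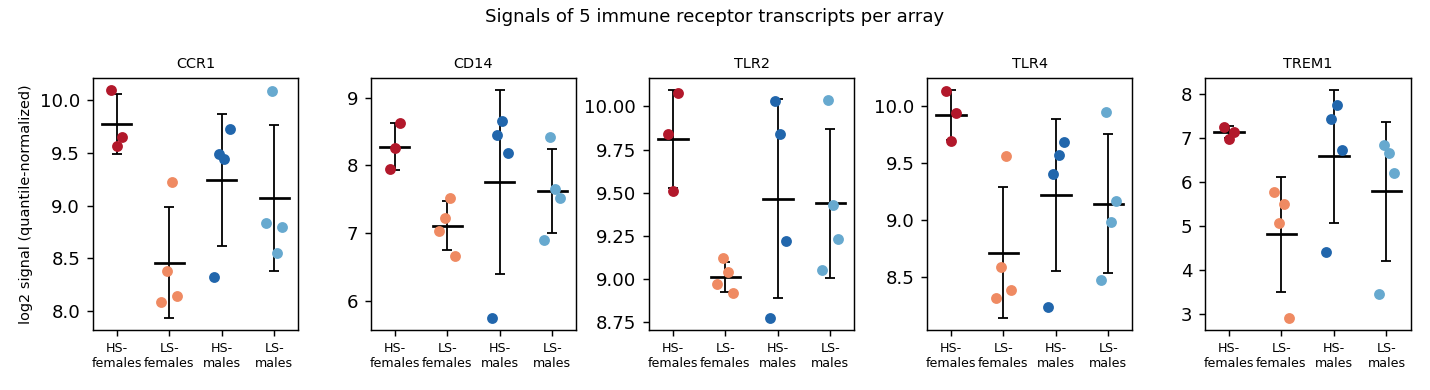
Log2 signal of CCR1, CD14, TLR2, TLR4 and TREM1, 1 point per animal, for HS-females (n = 3), LS-females, HS-males and LS-males (n = 4 each), with bars for the mean and SD. Each gene's HS-female points lie above its LS-female points, and the male groups overlap.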

The qPCR data confirmed the sex-specific expression pattern: 4 of 5 selected transcripts encoding cell surface receptors showed increased mRNA abundances in HS-females compared to LS-females. No alterations between the male samples were detected. Also the fold changes revealed a reliable dimension. Between microarray and qPCR data the correlation coefficients were highly significant and ranged between 0.87 and 0.93. Taken together, the qPCR analyses indicated a reproducible analysis.

**Table 4:** **Selected transcripts encoding immune receptors**

Gene symbol	Comparison	Microarray			
		p-value	q-value	Expression	FC
CCRL2	Females	<0.05	<0.25	HSF > LSF	+2.22
	Males	>0.10	>0.25	HSM = LSM	+1.02
CD1D	Females	<0.01	<0.25	HSF > LSF	+1.74
	Males	>0.10	>0.25	HSM = LSM	+1.19
CD19	Females	<0.05	<0.25	HSF < LSF	-2.70
	Males	>0.10	>0.25	HSM = LSM	-1.05
CR2	Females	<0.01	<0.25	HSF < LSF	-3.13
	Males	>0.10	>0.25	HSM = LSM	+1.01
CXCR7	Females	<0.05	<0.25	HSF < LSF	-2.83
	Males	>0.10	>0.25	HSM = LSM	-1.54
IL13RA1	Females	<0.01	<0.25	HSF > LSF	+2.55
	Males	>0.10	>0.25	HSM = LSM	+1.04
IL27RA	Females	<0.01	<0.25	HSF < LSF	-1.38
	Males	>0.10	>0.25	HSM = LSM	+1.04
IL6R	Females	<0.05	<0.25	HSF < LSF	-1.34
	Males	>0.10	>0.25	HSM = LSM	+1.08
IL7R	Females	<0.05	<0.25	HSF < LSF	-1.84
	Males	>0.10	>0.25	HSM = LSM	+1.01
TNFRSF1A	Females	<0.05	<0.25	HSF > LSF	+1.43
	Males	>0.10	>0.25	HSM = LSM	-1.03
TNFRSF1B	Females	<0.05	<0.25	HSF > LSF	+1.79
	Males	>0.10	>0.25	HSM = LSM	-1.12
TRAF5	Females	<0.05	<0.25	HSF < LSF	-1.83
	Males	>0.10	>0.25	HSM = LSM	+1.12

Significance level was set at p <0.05 and q <0.25; *CCRL2* – chemokine (C-C motif) receptor-like 2; *CD1d* – CD1d molecule; *CD19* – CD19 molecule; *CR2* – complement component receptor 2; *CXCR7* – chemokine (C-X-C motif) receptor 7; *IL13RA1* – interleukin 13 receptor, alpha 1; *IL27RA* – interleukin 27 receptor, alpha; *IL6R* – interleukin 6 receptor; *IL7R* – interleukin 7 receptor; *TNFRSF1A* – tumor necrosis factor receptor superfamily, member 1A; *TNFRSF1B* – tumor necrosis factor receptor superfamily, member 1B; *TRAF5* – TNF receptor-associated factor 5; FC – Fold change.

**Table 5:** **Comparison of microarray and quantitative PCR (qPCR) results for selected transcripts, encoding immune receptors**

Gene symbol	Comparison	Microarray				Real-time PCR #			Correlation ##
		p-value	q-value	expression	FC	p-value	expression	FC	coefficient
CCR1	Females	<0.05	<0.25	HSF > LSF	+2.60	<0.10	HSF = LSF	+1.81	0.93***
	Males	<0.05	>0.25	HSM = LSM	+1.75	>0.10	HSM = LSM	+1.23	
CD14	Females	<0.05	<0.25	HSF > LSF	+3.89	<0.05	HSF > LSF	+1.88	0.87***
	Males	<0.05	>0.25	HSM = LSM	+2.53	>0.10	HSM = LSM	+1.11	
TLR2	Females	<0.01	<0.25	HSF > LSF	+1.82	<0.05	HSF > LSF	+1.34	0.87***
	Males	<0.05	>0.25	HSM = LSM	+1.44	>0.10	HSM = LSM	+1.10	
TLR4	Females	<0.05	<0.25	HSF > LSF	+3.71	<0.05	HSF > LSF	+1.82	0.88***
	Males	<0.10	>0.25	HSM = LSM	+1.85	>0.10	HSM = LSM	+1.15	
TREM1	Females	<0.01	<0.25	HSF > LSF	+2.80	<0.01	HSF > LSF	+3.51	0.90***
	Males	<0.01	>0.25	HSM = LSM	+2.18	<0.10	HSM = LSM	+2.09	

Significance level was set at p <0.05 and q <0.25; FC - Fold change; # Values were calculated by factorial normalization on *RPL32*, *PPIA* and *HPRT1* expression values; ## correlation of normalized expression values was calculated by Spearman (*** p < 0.0001).

## Discussion

Due to mixing unfamiliar pigs, different levels of psychosocial stress were induced. Transcriptional shifts in PBMC were evaluated via a microarray experiment to gain insights into the molecular routes directing effects of psychosocial stress to the immune status.

### HS-females showed transcriptional responses to psychosocial stress

Studies in various mammalian species have clearly demonstrated that the immune response is sexually dimorphic [25]. Here, the complex interactions between sex steroid environment, HPA axis hormones and the immune system appeared to be involved as reviewed elsewhere [26]. In particular, adult female mammals have greater humoral and cellular immunity than males. In male castrates the lack of androgen release interrupts the negative feedback within the HPA axis and might culminate in immunosuppressive effects following increased endogenous cortisol. Moreover, castration causes various immune alterations, including alterations in organ weight of both thymus and spleen [27, 28] and the number of mature T-cells [28]. Hence, in our study remarkable alterations of porcine immune transcripts appeared due to the interaction between stress level and sex. Interestingly, the cluster analyses (Figure 3) identified the HS-females as most separated among the female and male samples. Thus, our findings suggest that immune-associated adaptations occurred mainly in HS-females, where the resulting differences in gene expression are likely to represent transient rather than persistent processes. One may argue that the observed mRNA alterations might have their reason in the degree of sexual maturity. In fact, levels of sexual steroid hormones involved in the oestrous cycle impact on immune cell distribution [29–31]. However, both 17β-estradiol (HS-females: 30.23 ± 7.90 pg/ml; LS-females: 26.52 ± 9.41 pg/ml) and progesterone (HS-females: 0.40 ± 0.20 ng/ml; LS-females: 0.29 ± 0.21 ng/ml) were found to be unaltered.

### Stress and immunity

In order to understand apparently contrary results in the field of psychoneuroimmunology, a multidimensional approach was proposed, involving at least the factors social status, age, genetic background, investigated tissue, time of day, and particularly the stressor characteristics [32]. Dhabhar [32] concluded that a stressor mediated by endogenous hormones in physiological concentrations (e.g. cortisol [33]) acting on an immune compartment naturally enriched with immune cells (e.g. blood, PBMC) will reveal immune enhancing effects. Indeed, the significantly increased molecular routes revealed by the pathway analyses (HS-females > LS-females) indicate that high psychosocial stress involves a preparation of the immune system in terms of an immune enhancement. However, it appears to be difficult to evaluate whether the observed mRNA alterations reflect bio-positive side effects in terms of immune resistance and immune tolerance [34, 35].

It has been shown in numerous studies, that a response to psychosocial stress cumulated in adaptive mechanisms of different tissues and organs [36], thereby affecting the immune system to face environmental challenges [7, 37, 38]. Consequently, the immune pathways found to be altered in HS-females compared to LS-females (Table 3) corresponded to both the innate and the adaptive immune mechanisms, including processes associated to pattern recognition and inflammation. In particular, cell surface receptors (Table 4) showed both increased and decreased mRNA abundances in HS-females, indicating a fine tuning of the immune system as response to the psychosocial challenge. Altering specific cell surface receptors in their transcript yields suggest that the socially stressed organism adapts its signal transduction in order to parry possible infections due to injuries while fighting [39].

Due to the intensive linkage between brain, behaviour, endocrine system, and immune system [40], aggression has been found to activate both the hypothalamic-pituitary-axis (HPA) and the sympatho-adrenomedullar (SAM) system [5, 41]. Subsequently, adaptive mechanisms are transmitted via humoral and cellular mediators (i.e. chemokines and cytokines) whose transcription and release are generated in narrow temporal confines in order to modulate various immune actions. Consequently, in our study the psychosocially high-stressed pigs had increased plasma cortisol at slaughter, whereas transcriptional alterations of genes encoding secreted immune factors were observed only marginally (e.g. IL1B, IL1RN). These findings are consistent with previous results in rodents, when an exposure to a dominant mouse led to elevated corticosterone levels but unaffected circulating cytokines at sampling time [42].

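Transcripts of secreted cytokines and chemokines showed no common shift in HS-females. Of 23 measured genes 13 were higher than in LS-females (median log2 fold change 0.06, camera adjusted p = 0.606), 1 of them at p of 0.05 or less, and 0 were called over all probe-sets or adjusted over the list alone (limma). That gene was CXCL16, a chemokine of myeloid cells, at 7.63 ± 0.55 (SD, n = 3) against 6.60 ± 0.46 (n = 4), 2.05-fold (q = 0.728, limma). IL1B was 2.09-fold in females and 1.25-fold in males. TNF (0.01 on the log2 scale) and IL10 (0.33) differed little between female groups, and CXCL8 (-0.81), IL6 (-0.67) and CCL2 (-0.98) were lower in HS-females without being called. The annotation used here names no kept probe-set for IL1RN. Without HS-females replicate 8 the direction of the list turned (median -0.02, camera adjusted p = 0.871). Without HS-females replicate 13 the median rose to 0.27, and the list did not pass either (adjusted p = 0.16).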

These observations lead to the general remark, that mRNA alterations of secreted immune factors contribute to the phenomenon ‘stress response’ while possible differences in mRNA abundances of cell surface receptors partly reflect the degree of ‘stress responsiveness’. Thus, here we observed differences in both ‘stress response’ and ‘stress responsiveness’.

## Conclusions

In order to gain knowledge of molecular routes linking stress reaction and immune status, the transcriptional response of PBMC to psychosocial stress was evaluated. The stress reaction impacted on transcripts of immunocompetent cells and appeared to be gender specifically in females only. Similar levels of steroid hormones among the high and low stressed groups might indicate that not direct effects of sexual hormones on the endocrine and immune systems are relevant for the gender specific effects, but probably effects on the cognition and perception of psychosocial stressors.

The expression profiles of psychosocially high-stressed female animals were associated with transcriptional shifts of pathways of acquired and innate immunity. Moreover, besides transcripts of immune effectors the analyses highlighted mRNAs of various cell surface receptors as stress-sensitive. The stress-dependent expression patterns indicate an alerting of the immune system in terms of both response and responsiveness mediated by an increased delivery of effector molecules and an installation of receptors.

## Electronic supplementary material

Additional file 1: **Ingenuity pathways and metadata of involved genes (p values, q values, Fold changes) differing between HS-females and LS females.**

## Abbreviations

PBMC: Peripheral blood mononuclear cells
HSF: High stressed females
LSF: Low stressed females
HSM: High stressed males
LSM: Low stressed males.

How the deposited data were processed for this re-analysis (not part of the article)

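Transcript levels were measured in PBMC of pigs with 1 Affymetrix porcine array per animal. The 15 arrays come from 3 HS-females, 4 LS-females, 4 HS-males and 4 LS-males, and each animal counts as 1 replicate. Condition and replicate were taken from the sample labels, in which a high or low status of aggressiveness was read as HS or LS, and from the paper. The paper selected 16 animals, of which 15 are analysed here. The labels and the paper differ on the breed, on the RNA extraction kit and in naming the cells leukocytes or PBMC, and the paper's account is followed in the text.

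The deposited values are signal intensities on a linear scale that the authors made from the scanned arrays, 1 per probe-set and array. The submitters' processing notes name GCOS 1.1.1, and on every array the mean signal after trimming 2% of the probe-sets at each end is 500, which is the global scaling of that software. The methods describe another chain, GC-RMA with log2 values after a filter on MAS5 detection calls, and neither that background correction nor those calls could be repeated from the signals. The log2 values used here are therefore not those of the authors. From 12 to 119 probe-sets per array had a signal under 1.

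From the deposited signals, quantile-normalized values were computed between the 15 arrays, set to at least 1 and log2-transformed. The design fixed before the data were examined provided for this step in case of linear values. Of 24123 probe-sets, 124 Affymetrix controls were left out, and those with an SD of at least 0.20 and a mean of at least 2.5 over all arrays were tested. In the platform annotation, 10069 of the 23999 other probe-sets carry 1 gene symbol, 198 several and 13732 (57.2%) none. By gene identifier, 9961 of the symbols were matched to NCBI's current pig gene table, and 0 were changed. Probe-sets with several symbols or none were not named, except for the TRIP11 probe-set, which the paper itself identifies, and no coordinates are given because the sources used here do not tie the array to a genome build.

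Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend or robust prior), with a mean for each of the 4 groups, so that all arrays share the estimate of the spread (1.92 prior degrees of freedom). Contrasts were HS-females against LS-females, HS-males against LS-males, HS against LS over both sexes, the interaction of stress level and sex, and the 4 comparisons of a female with a male group. A probe-set was called at p of 0.05 or less and q of 0.25 or less, the levels of the paper. Storey's q-values were computed with the smoothed estimate of the share of unchanged probe-sets, and counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside them. Slaughter batch and mixing group, which the variance analysis of the paper includes, are not given per animal in the sources used here and are not in the models. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

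The 27 gene lists were fixed before the data were examined. They cover TREM1, Toll-like receptor, IL-6 and IL-8 signalling and dendritic cell maturation, the immune receptors of Tables 4 and 5, secreted cytokines and chemokines, markers of monocytes, neutrophils, B cells, T cells, NK and cytotoxic cells, platelets, erythroid cells, dendritic cells and plasma cells, and genes of cell division, glucocorticoid induction, immediate-early response, interferon induction, heat shock, MHC class II, glycolysis and hypoxia, stress and sex hormone receptors, Y linkage and X inactivation, ribosomal proteins and oxidative phosphorylation. A gene was represented by its kept probe-set of highest mean. Lists were tested with camera in limma, which compares the genes of a list with all other genes at a preset correlation of 0.01, and adjusted p-values are Benjamini-Hochberg values over the 27 lists within a contrast. Beside it stand camera with an estimated correlation and fry. A list score is the mean over its genes of the log2 signal relative to the mean over all arrays, and scores of 2 groups were compared with an exact permutation test. The distance between group means was tested with 100000 permutations of the arrays.

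Genes were named by a rule set before the data were examined. It takes every gene the paper names as measured on the arrays, whose values in the paper's tables had been seen, the called probe-sets with 1 symbol, up to 10 each way in HS-females against LS-females, HS against LS and the interaction and up to 5 each way in the other comparisons, and from each list up to 4 called members or else the 2 with the smallest p. Some further genes, among them IL6, CCL2, CXCL8, IL10, TNF and PDK4, were chosen after their values were seen. Of the genes the paper names, 1 measured on the arrays is not reported here. Where another kept probe-set of a gene given in the text by this rule goes the opposite way between female groups, the text says so. IL1R1, TXLNG and UBE2C, which the rule also takes, have 1 such probe-set each and are not reported here.

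The tests were tried on simulated data with the means and spreads of the 19891 tested probe-sets, in which over 5 runs 250 were changed by each fold. For HS-females against LS-females 26.4% of the probe-sets changed 2-fold were called, 60% of those changed 4-fold, 75.2% of those changed 8-fold and 86.8% of those changed 16-fold, and 25.5% of all calls were false. For HS-males against LS-males the shares were 31.6%, 61.6%, 78.4% and 87.6%, with 25.3% false. A list of 20 genes shifted by 0.7 on the log2 scale passed in 5 of 5 runs of each comparison and an unchanged list in 0 of 5. That shift is larger than the medians of the 5 pathway lists between females (0.17 to 0.51). Being built on means and spreads of probe-sets, the simulation does not show how often lists of correlated genes pass.

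Alternatives set before the data were examined were an ordinary linear model, other adjustments of p, an intensity trend with a robust prior, no filter, a mean of at least 4, array weights, a fit of only the groups compared, the per-array difference between monocyte and lymphocyte markers as a covariate, other list tests, lists without the genes of Tables 3 to 5, the mean of a gene's probe-sets, another distance and leaving out each array in turn. Chosen after seeing the data were the deposited scaling without quantile normalization, a first filter to the 12830 probe-sets of highest mean, the number that the paper kept by detection calls, that filter with the ordinary linear model, and leaving out each array in turn for the gene lists in comparisons other than HS-females against LS-females.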

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

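Chosen only after results had been seen were the counts of splits at p of 0.05 or less, added once the real counts were known, the filter to the 12830 probe-sets of highest mean, and, once the list values were known, the neutrophil markers set aside as shared with monocytes (S100A8, S100A9, S100A12 and ALOX5AP among those measured), the demand that the 3' to 5' ratios be known closely, the lists of comparisons with males without single arrays, and the reading that a T cell median near 0 with members going both ways decides nothing.

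Gene groups that the paper does not discuss differed between the stress levels. Between females the monocyte markers had a median log2 fold change of 0.69, the neutrophil markers 0.79, the glucocorticoid-induced genes 0.36, the interferon-induced genes 0.29 and the genes of glycolysis and hypoxia 0.27, all higher in HS-females, and between males the genes of cell division had -0.25, lower in HS-males. Each passed camera after adjustment over 27 lists, and with an estimated correlation between genes none did (adjusted p of 0.423 or more). The test of a difference between the sexes in their response passed for the monocyte markers (0.68), the genes of cell division (0.46) and FADS2 (-3.71). With an estimated correlation between genes neither of these lists passed camera (adjusted p = 0.687 each). Single animals ended most of these calls. Between females the adjusted p of the monocyte markers stayed between 2.0e-06 and 0.00439, but it rose to 0.124 for the neutrophil markers without HS-females replicate 8 (0.119 without LS-females replicate 9), to 0.289 for the glucocorticoid-induced genes without HS-females replicate 8 (0.126 without LS-females replicate 9 and 0.16 without HS-females replicate 13), to 0.531 for the interferon-induced genes without HS-females replicate 10 (0.317 without HS-females replicate 8, 0.118 without LS-females replicate 1 or 9 and 0.0879 without LS-females replicate 12) and to 0.26 for glycolysis and hypoxia without LS-females replicate 9 (0.124 without HS-females replicate 8, 0.0939 without HS-females replicate 13, 0.07 without LS-females replicate 11 and 0.0509 without LS-females replicate 1). Between males it rose to 0.215 for the genes of cell division without LS-males replicate 3, and for the difference between the sexes to 0.0584 for the monocyte markers and the genes of cell division without HS-males replicate 2.

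The first pattern is the joint rise of monocyte markers and innate immune lists in HS-females. The lists share genes, so part of a joint rise is given beforehand. TLR4, for example, is in the TREM1, Toll-like receptor and dendritic cell maturation lists. Lower RNA integrity in 1 female group cannot be told apart from it by the 3' to 5' ratios of the actin and GAPDH controls. That of GAPDH was 0.982 ± 0.273 in HS-females and 1.12 ± 0.233 in LS-females on the log2 scale, a small difference, but that of actin differed by -0.47 on the log2 scale (2.66 ± 1.02 in 3 HS-females, from 1.72 to 3.75, against 3.13 ± 0.282 in 4 LS-females, from 2.75 to 3.35). The arrays overlap for both genes, which had been set as the sign of no difference, but with the spread of actin an overlap of 3 arrays with 4 decides nothing. HS-females replicate 13 had the lowest ratios of the 15 arrays for actin (1.72) and EF1a (0.178), and HS-males replicate 2 the highest for actin (3.88). A low ratio is not a sign of lower RNA integrity. A higher share of monocytes among the cells could also raise these transcripts, and it cannot be told apart from a change within cells, because the T cell markers, which would fall, had a median of -0.07 with 5 of 12 higher. The 3 B cell markers had a median of -0.66 that did not pass camera, with 1 of them at 0.00 and not lower. By these medians the directions set beforehand for this explanation are met, the T cell one only by a value near 0. The B cell median was -0.32 without HS-females replicate 8 and -1.26 without replicate 13. Replicate 13 had a B cell score of 0.66, above the 0.12 to 0.60 of LS-females, against -0.90 and -0.93 in replicates 8 and 10. Its monocyte score was the highest of the HS-females (0.55), so in that animal the lists did not move apart. With the difference between monocyte and lymphocyte markers as a covariate the change of TYROBP went from 0.85 to -0.03 and that of CASP1 from 0.63 to -0.02. A higher share would give this, but a covariate made of monocyte genes also removes a change within monocytes. Moreover, 2 of the 13 measured monocyte markers are genes of Tables 3 to 5, and for such a gene a fall is partly built in. These falls therefore decide nothing. More neutrophils in the fraction cannot be told apart either, since the 8 neutrophil markers that are not monocyte genes had a median of 0.60, 6 of them higher, without passing camera, and the density gradient that yields PBMC would remove most neutrophils. The stress level itself stays open as an untested biological explanation.

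The second pattern is the number of probe-sets that differ between stress levels, which was also counted in other splits of the same arrays into groups of the same sizes. Between females 3 were called, and 15 of 35 splits gave as many, up to 10, while 1184 differed at p of 0.05 or less (5 of 35 splits as many, highest other 1656), or 872 among the 12830 probe-sets of highest mean (4 of 35, highest other 1226). Between males 2 were called (20 of 35, highest other 13) and 914 differed at p of 0.05 or less (24 of 35, highest other 1316). Over both sexes, with 100 splits drawn within each sex, 6 were called for HS against LS (13 of 100 as many, highest other 207) and 1 for the interaction (65 of 100, highest other 73), and 1095 and 902 differed at p of 0.05 or less (17 of 100, highest other 1806, and 43 of 100, highest other 1687). Chance cannot be excluded for any of these numbers. Why some splits called several times the real number was not tested, and a structure of the samples or single outlying arrays could each give this.

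The third pattern is the difference between the sexes. Between LS-females and LS-males 31 probe-sets were called and 1 of 35 splits, the real one, gave as many, the highest other being 9. Between LS-females and HS-males 37 were called and again 1 of 35 splits gave as many, the highest other being 15. Chance is therefore unlikely for both. It is not excluded, since 1 of 35 is the least this count allows and no adjustment over the comparisons was made. Between HS-females and HS-males 20 were called (5 of 35 splits as many, highest other 42) and between HS-females and LS-males 25 (2 of 35 splits as many, highest other 42), and for these 2 numbers chance cannot be excluded. This concerns the numbers alone, since 11 probe-sets, EIF1AY among them, were called in all 4 comparisons of a female with a male group, and 13 passed a Benjamini-Hochberg adjusted p under 0.05 in each of these 2. HS-females replicate 13 enters both of the latter, and without it 119 and 75 were called.

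Single animals stood apart from the others of their group in 9 of 93 tests, made of 27 list scores and 4 measures of array quality in each of the 3 groups of 4 animals, where chance flags about 1 in 20, or 4.65. All 9 were list scores. Among LS-females, replicate 11 had a score of 0.11 for the immune receptors of Tables 4 and 5, against -0.43 to -0.42 in the other animals, and 0.25 for interferon-induced genes, against -0.30 to -0.27. Replicate 9 of the same group had 0.60 for B cell markers, against 0.12 to 0.17, -0.32 for glycolysis and hypoxia, against -0.05 to -0.04, and -2.70 for EIF1AY, against -5.28 to -5.07, where all 4 animals lie far below the males. Replicate 12 of the group had -0.47 for NK and cytotoxic cell markers, against 0.11 to 0.18. Among HS-males, replicate 2 had -0.85 for monocyte markers, against 0.18 to 0.37. Among LS-males, replicate 3 had -0.23 for secreted cytokines and chemokines, against 0.19 to 0.21, and replicate 15 had -0.59 for platelet markers, against 0.49 to 0.63.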

How the results depend on the processing

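The deposited scaling, the filter to the 12830 probe-sets of highest mean, that filter with the ordinary linear model and the lists of other comparisons than HS-females against LS-females without single arrays were chosen after seeing the data, and all other settings were set before the data were examined. No paired analysis was possible because no replicate number is shared between groups. Over all settings 199 counts, 1018 values of genes and 371 of lists kept their direction and side of the threshold, or stayed within 1.5 times for a count. Beyond these, 71 counts moved further, 9 genes and 88 lists no longer passed, and 11 genes and 5 lists newly passed. The direction turned for 19 genes, 19 lists and the distance of HS-females. The 5 lists that newly passed did so between females. New passes of lists in other comparisons without single arrays, given in the text, are not among them. All planned settings were run, but the SD filter left no value for JAK2 on the deposited scaling and without LS-females replicate 1 or 12 or HS-females replicate 10, for CSNK2A1 on the deposited scaling and without LS-females replicate 9 or HS-females replicate 13, for HPRT1 without LS-females replicate 12, for CTSW without HS-females replicate 10 and for RPS18 without LS-females replicate 9, and a mean over probe-sets does not apply to TRIP11. With 3 or 4 arrays per group the number of arrays limits every count, and transcripts of low signal are the least precise. The cause was not tested for any change below, except that fewer arrays, fewer probe-sets or a stricter threshold enter by construction.

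The number of probe-sets called between HS-females and LS-females was 3. It was 0 with the ordinary linear model (1314 at p of 0.05 or less), 0 at an adjusted p under 0.05 in limma (1184), 0 with an intensity trend and a robust prior, 1 with the marker difference as covariate, 19 (6 higher, 13 lower) with only the groups compared, 7 (4 higher, 3 lower) on the deposited scaling and 0 with either setting of the 12830 probe-sets. Between HS-males and LS-males it was 2, but 1 at an adjusted p under 0.05, 0 with trend and robust prior, 15 with only the groups compared and 0 with either setting of the 12830 probe-sets (382 at p of 0.05 or less, 376 with the ordinary model). For HS against LS it was 6, but 3 with the ordinary model, 0 at an adjusted p under 0.05, 0 with trend and robust prior, 1 with the covariate and 0 with either setting of the 12830 probe-sets (697 and 659 at p of 0.05 or less). For the interaction it was 1, but 0 at an adjusted p under 0.05, with trend and robust prior, with the covariate and with either setting of the 12830 probe-sets (525 and 504 at p of 0.05 or less). Between LS-females and LS-males it was 31, but 16 at an adjusted p under 0.05, 52 with array weights, 13 among the 12830 probe-sets and 16 there with the ordinary model. Between HS-females and HS-males it was 20, but 13 at an adjusted p under 0.05, 39 with only the groups compared and 13 among the 12830 probe-sets. Between LS-females and HS-males it was 37, but 14 at an adjusted p under 0.05, 20 with the covariate and 21 among the 12830 probe-sets with the ordinary model. Between HS-females and LS-males it was 25, but 13 at an adjusted p under 0.05 and 12 among the 12830 probe-sets.

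Leaving out 1 array at a time, the number called between females ranged from 0 to 120, being 0 without LS-females replicate 1 or 12, 6 without HS-females replicate 10 or LS-females replicate 11 and 120 without HS-females replicate 13. Between males it ranged from 3 to 10 (10 without LS-males replicate 15, 7 without LS-males replicate 4, 6 without HS-males replicate 5 and 5 without HS-males replicate 2 or LS-males replicate 3). For HS against LS it ranged from 2 to 43 (2 without HS-males replicate 14, 11 without HS-males replicate 2, 13 without LS-females replicate 11, 15 without LS-males replicate 7, 17 without HS-females replicate 8 and 43 without HS-females replicate 13). For the interaction it ranged from 1 to 21 (2 without HS-males replicate 2, HS-males replicate 6 or HS-females replicate 8, 3 without LS-females replicate 12, 6 without LS-females replicate 11, 8 without HS-females replicate 10, 9 without LS-males replicate 3 and 21 without HS-females replicate 13), and at p of 0.05 or less from 795 to 1357. It ranged from 18 to 119 between HS-females and HS-males (119 without HS-females replicate 13), from 24 to 48 between LS-females and HS-males (24 without LS-females replicate 9) and from 16 to 75 between HS-females and LS-males (16 without LS-males replicate 3, 75 without HS-females replicate 13). The array of HS-females replicate 13 had the lowest 3' to 5' ratio of actin (1.72 on the log2 scale), which is not a sign of lower RNA integrity.

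Of the lists that passed camera in HS-females against LS-females, those of TREM1, Toll-like receptor, IL-6 and IL-8 signalling, monocytes and neutrophils had an adjusted p of 0.423 with an estimated correlation and dendritic cell maturation 0.505. With fry it was 0.258 for TREM1, Toll-like receptor and IL-6 signalling, monocytes and neutrophils, 0.259 for IL-8 signalling and 0.362 for dendritic cell maturation. Without the paper's genes it was 0.496 for TREM1, 0.0798 for Toll-like receptor, 0.389 for IL-6 and 0.339 for IL-8 signalling, 0.824 for dendritic cell maturation and 0.0533 for neutrophils, whose genes did not change but whose adjustment did, and 8.7e-04 for monocytes. With the mean of a gene's probe-sets IL-6 signalling had 0.113, and on the deposited scaling dendritic cell maturation had 0.0687 and IL-8 signalling 0.0992. Leaving out 1 array at a time, the adjusted p ranged from 0.0048 to 0.0939 for TREM1 and from 9.8e-04 to 0.0809 for Toll-like receptor signalling, both lost without HS-females replicate 13 alone. It ranged from 0.0138 to 0.335 for dendritic cell maturation, lost without LS-females replicate 1 (0.0509), 9 (0.118) or 12 (0.0957) or HS-females replicate 8 (0.0589) or 13 (0.335), from 0.0253 to 0.124 for IL-6 signalling, lost without LS-females replicate 1 (0.0909) or 9 (0.0899) or HS-females replicate 8 (0.124) or 13 (0.0939), from 0.0104 to 0.176 for IL-8 signalling, lost without LS-females replicate 9 (0.176) or 12 (0.109) or HS-females replicate 8 (0.124) or 13 (0.0939), and from 0.00971 to 0.124 for neutrophils, lost without HS-females replicate 8 (0.124) or LS-females replicate 9 (0.119). The immune receptors ranged from 0.00971 to 0.124, lost without LS-females replicate 1 or 9 or HS-females replicate 8 or 13, the glucocorticoid-induced genes from 0.0017 to 0.289, lost without HS-females replicate 8 or 13 or LS-females replicate 9, the interferon-induced genes from 0.00187 to 0.531, lost without LS-females replicate 1, 9 or 12 or HS-females replicate 8 or 10, and glycolysis and hypoxia from 0.0237 to 0.26, kept only without HS-females replicate 10 or LS-females replicate 12. The B cell markers, at 0.00439 to 0.491, passed without HS-females replicate 13, as did the MHC class II genes there (0.00439) and without LS-females replicate 12 (0.0315), the ribosomal proteins without HS-females replicate 10 (0.032) and the genes of cell division without LS-females replicate 9 (0.00514).

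In HS against LS, leaving out 1 array, the adjusted p ranged from 3.4e-05 to 0.0387 for Toll-like receptor signalling, from 0.00131 to 0.088 for TREM1 signalling (not passed without LS-males replicate 3 or 15, HS-males replicate 5 or 6 or HS-females replicate 13), from 1.2e-05 to 0.058 for monocytes (not passed without LS-males replicate 3) and from 2.2e-04 to 0.145 for glucocorticoid-induced genes (not passed without LS-males replicate 3 or HS-females replicate 8 or 13). Between males it ranged from 9.2e-05 to 0.215 for cell division (not passed without HS-males replicate 2 or 6 or LS-males replicate 3, 4 or 7) and from 0.0688 to 0.961 for monocytes, whose direction in the test turned without HS-males replicate 5, 6 or 14 or LS-males replicate 3 or 7. For the interaction it ranged from 1.2e-04 to 0.0584 for monocytes and from 7.8e-06 to 0.0584 for cell division, neither passed without HS-males replicate 2.

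Lists that turned direction never passed. These were plasma cells with fry (0.973) and heat shock and Y-linked genes on the deposited scaling (0.976 each), and, leaving out 1 array, secreted cytokines (0.16 to 0.955, turned at 0.871 without HS-females replicate 8), platelets (0.0509 to 0.894, HS-females replicate 8), dendritic cell markers (0.384 to 0.881, turned at 0.875 without HS-females replicate 13), plasma cells (0.533 to 0.907, HS-females replicate 8 or 10 or LS-females replicate 9), immediate-early genes (0.531 to 0.82, HS-females replicate 13), heat shock genes (0.631 to 0.856, LS-females replicate 11 or HS-females replicate 13) and EIF1AY (0.335 to 0.826, LS-females replicate 9 or HS-females replicate 10). Log2 fold changes between females turned to -0.06 for A2M and -0.18 for PRF1 (its other kept probe-set -0.90) with the mean of a gene's probe-sets, to 0.09 for EIF1AY on the deposited scaling, and with the covariate to -0.12 for JAK2, -0.11 for TNFRSF1A, -0.03 for TYROBP, -0.40 for PTGS2, -0.02 for CASP1, 0.05 for IL27RA, 0.14 for TRIP11 and 0.20 for EIF1AY. Leaving out 1 array they ranged from -0.05 to 0.17 for CSNK2A1, from -0.25 to 0.23 for RPL32, from -0.18 to 0.12 for TRIP11, from -0.98 to 0.29 for VPS4A, from -0.86 to 0.55 for EIF1AY and from -1.02 to 0.08 for ADAM15. The excess distance of HS-females turned to -0.0741 with 1 minus the correlation and ranged from 2.21 to 23.7 without 1 array.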

Differences from the paper's values

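The paper's values rest on GC-RMA values, a filter by detection calls and a variance analysis with slaughter batch and mixing group, none of which is repeated here. The filter to the 12830 probe-sets of highest mean, with or without the ordinary linear model, and the deposited scaling were chosen after seeing the values. For a count or q-value a setting is said to close a difference where it comes within 1.5 times of the paper's, and for a fold change where it lies within the standard error here and has the same sign. The settings named as tried before are the alternatives set before the data were examined.

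Between HS-females and LS-females the paper reports 1038 altered probe-sets, 315 of them higher in HS-females, against 3 and 0 here at the same p and q levels, and no setting tried before or after came within 1.5 times of either. The lowest fold change at p of 0.05 or less is -4.2 in the paper and -16.6 here, and no setting tried before closed this difference, the value here resting on NPM2 with a log2 signal of 3.04 in HS-females, whereas -5.78 was reached among the 12830 probe-sets of highest mean, a filter chosen after seeing the values. Between HS-males and LS-males the paper shows about 0 in Fig. 2, read by eye, and 2 were called here, with 0 under an intensity trend and robust prior and, in settings chosen after seeing the values, among the 12830 probe-sets with either model, and a difference under the other settings tried before.

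For HS against LS the paper gives 706 probe-sets at p of 0.05 or less, against 1095 here. With a mean of at least 4 it was 925 and with the marker difference as covariate 942, which are within 1.5 times, as are several of the values that leave out 1 array, while the other settings tried before are not, and in settings chosen after seeing the values it was 697 and 659. The paper calls 2 of them and 6 were called here, with 3 under the ordinary linear model and 2 without HS-males replicate 14, and a difference under the other settings tried before. The paper's smallest q is 0.24 against 0.0571, with 0.202 under the ordinary model, 0.179 with a mean of at least 4 and 0.164 without HS-females replicate 8 being close and the other settings tried before not. The paper's largest q is 0.36 against 0.752, which no setting tried before approached, and 0.514 and 0.536 were reached in settings chosen after seeing the values, which call 0 probe-sets.

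For HS-females against HS-males the paper shows about 13 in Fig. 2, read by eye, and 20 were called here. An adjusted p under 0.05 (13), trend and robust prior (16), the covariate (17) and leaving out HS-males replicate 14 (18) came within 1.5 times, the other settings tried before did not, and settings chosen after seeing the values gave 13 and 15. For LS-females against HS-males it shows about 22 in Fig. 2, read by eye, against 37, with 31 under trend and robust prior, 20 with the covariate, 24 without LS-females replicate 9 and 29 without LS-females replicate 12 being within 1.5 times and the other settings tried before not, and 25 and 21 in settings chosen after seeing the values. For HS-females against LS-males it shows about 15 in Fig. 2, read by eye, against 25, where the ordinary model (21), an adjusted p under 0.05 (13), trend and robust prior (18), a mean of at least 4 (22), the covariate (17) and leaving out LS-males replicate 3 (16) came within 1.5 times, the other settings tried before did not, and settings chosen after seeing the values gave 12 and 18. In these settings it cannot be said how many of the paper's own probe-sets are lost, since Fig. 2 gives no names.

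The paper's filters kept 8029 probe-sets and those here 19891, and only the filter to the 12830 of highest mean, chosen after seeing the values, came near with 9404. The lowest mean log2 expression among target and reference genes is 3.94 in the paper and 6.00 here, under the main setting, the value being of TREM1.

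Of 27 fold changes that the paper's tables give for females, 26 have the same sign here and 10 pass p of 0.05 or less, and 9 differ. CD14 is 3.89 in the paper and 2.24 here (2.52 without HS-females replicate 8), TLR4 3.71 and 2.3 (2.8 without LS-females replicate 11), CCRL2 2.22 and 1.58 (1.75 without LS-females replicate 1, 1.74 without LS-females replicate 11 and 1.97 without HS-females replicate 13), TEK 2.12 and 1.59 (1.88 without LS-females replicate 1 and 1.69 without HS-females replicate 13) and CSNK2A1 1.38 and 1.06 (1.18 with the covariate), each of which was closed by the alternatives in parentheses and by no other setting tried before. Among other kept probe-sets, compared after seeing the values, 2 of TLR4 (3.53 and 5.78), 1 of TEK (2.89) and 1 of CSNK2A1 (1.18) also lay within their standard error of the paper's value, while others of TEK and CSNK2A1 were at -1.24 and -0.39 on the log2 scale. TRAF5 is -1.83 in the paper and -2.73 here, closed with the covariate (-2.34), without HS-females replicate 8 (-2.68) or 10 (-1.65) and without LS-females replicate 11 (-2.58) or 12 (-2.39) and, chosen after seeing the values, on the deposited scaling (-2.57), but not otherwise. For JAK2 (the paper's 1.69, here 1.03), RHOQ (the paper's 2.13, here 1.33) and MYL2 (the paper's 1.49, here -1.5) no setting tried before closed the difference.

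Of 13 fold changes for males 8 have the same sign, 9 differ and 0 pass p of 0.05 or less. CCR1 is 1.75 in the paper and 1.13 here (1.4 without HS-males replicate 2 and 1.43 without LS-males replicate 4), TLR2 1.44 and 1.02 (1.2 without HS-males replicate 2), IL6R 1.08 and -1.67 (1.04 without HS-males replicate 14), TNFRSF1A -1.03 and 1.08 (-1.03 without HS-males replicate 6) and TNFRSF1B -1.12 and 1.1 (-1.01 without LS-males replicate 3 and -1.03 without HS-males replicate 6), and TRAF5 1.12 and -1.01 (1.03 without LS-males replicate 3, 1.01 without LS-males replicate 4, 1.04 without LS-males replicate 7, 1.19 without HS-males replicate 14, and 1.07 on the deposited scaling, chosen after seeing the values). The alternatives in parentheses closed each of these and no other setting tried before did. For CD14 (the paper's 2.53, here 1.1), TLR4 (the paper's 1.85, here 1.05) and IL13RA1 (the paper's 1.04, here -1.35) no setting tried before closed the difference, the nearest value for CD14 being 1.75 without HS-males replicate 2, while a dim probe-set of TLR4 (1.64), compared after seeing the values, lay within its standard error.

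The paper calls the TRIP11 probe-set between HS and LS animals, and the immune receptors and the 5 qPCR target genes between female groups, whereas none of them was called here. By qPCR the paper also reports these target genes, except CCR1, as higher in HS-females. The qPCR data were not re-analysed here. It places HS-females farthest from the other groups, on probe-sets altered for stress level and sex. Here HS-females joined last over all 19891 probe-sets tested, at a permutation p = 0.707 for the distance, and over the 1184 at p of 0.05 or less between female groups, but over the 902 at p of 0.05 or less for the interaction HS-females were nearest to LS-males (24.6), and over the 65 called in any comparison of groups nearest to LS-females (13.2). The 65 were each called between a female and a male group, and that selection favours a short distance between the female groups. The arrangement over the 65 therefore decides nothing about the paper's placement.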

Other observations

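The hypothesis on Table 5 was tested, with all arrays and without each male array, only after its values had been compared with those computed here, and all genes and lists below were measured as in the text.

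Genes that glucocorticoids induce were higher as a group in HS-females, with 10 of 15 measured genes positive (median log2 fold change 0.36, camera adjusted p = 0.0362, adjusted p = 0.505 with an estimated correlation) and 3 of them at p of 0.05 or less. SGK1, a serum- and glucocorticoid-regulated kinase, had a log2 signal of 11.80 ± 0.34 (SD, n = 3) in HS-females and 10.47 ± 0.31 (n = 4) in LS-females, and the transcription factor CEBPD was 2.05-fold (q = 0.728 and q = 0.73 from limma). Over both sexes 13 of the 15 were positive (median 0.29, adjusted p = 0.00904, adjusted p = 0.527 with an estimated correlation). Interferon-induced genes were higher in HS-females too, 14 of 17 being positive (median 0.29, adjusted p = 0.0452, adjusted p = 0.65 with an estimated correlation), with IFIT1 at 1.96-fold and IFIT2 at 1.77-fold, none of them at p of 0.05 or less. The interferon score was 0.46 and 0.61 in HS-females replicates 8 and 10 but -0.45 in replicate 13, below the -0.30 to 0.25 of LS-females. The interferon median was 0.52 without replicate 13 and 0.13 without replicate 10. Of 14 genes of glycolysis and hypoxia 11 were positive (median 0.27, adjusted p = 0.0382, adjusted p = 0.423 with an estimated correlation), among them the glucose transporter SLC2A3 at 1.34-fold and GAPDH at 1.58-fold. The glycolysis score was 0.14 ± 0.04 in HS-females and -0.11 ± 0.14 in LS-females (exact permutation test, two-sided, p = 0.0286, 0.386 adjusted over the 27 lists), and for the glucocorticoid and interferon lists this exact test gave p = 0.2 and p = 0.257. Without single arrays the glucocorticoid list did not pass (HS-females replicate 8, 0.289, or 13, 0.16, or LS-females replicate 9, 0.126), nor did the interferon list (LS-females replicate 1, 0.118, 9, 0.118, or 12, 0.0879, or HS-females replicate 8, 0.317, or 10, 0.531) and the glycolysis list (LS-females replicate 1, 0.0509, 9, 0.26, or 11, 0.07, or HS-females replicate 8, 0.124, or 13, 0.0939). Over both sexes the glucocorticoid list did not pass without LS-males replicate 3 (0.058) or HS-females replicate 8 (0.145) or 13 (0.0571). On the deposited scaling the adjusted p was 0.085 for the glucocorticoid and glycolysis lists and 0.0938 for the interferon list, without the paper's genes, which changed the adjustment, it was 0.0644 for the first 2 and 0.0798 for the last, and with fry 0.362 for the glucocorticoid, 0.176 for the glycolysis and 0.557 for the interferon list. The monocyte markers were higher in the same comparison (13 of 13, median 0.69, adjusted p = 8.3e-05), and whether the share of monocytes among the cells carries these 3 shifts was not tested. No member of the 3 lists was called, over all probe-sets or adjusted over the list alone.

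Transcripts of other blood cells were read as a measure of what the fraction held. Erythroid markers varied most among LS-females, with a score of -0.58 ± 1.07 (n = 4) against 0.01 ± 0.50 (n = 3) in HS-females, and HBM, a haemoglobin chain, stood at 13.11 ± 2.27 and 14.64 ± 0.56. In HS-females against LS-females 6 of 8 erythroid markers were positive (median 0.55, adjusted p = 0.216, but 0.05 and 0.78 without LS-females replicate 9, whose score was -2.14 against -0.35 to 0.27 in the other LS-females), 7 of 10 platelet markers (0.22, adjusted p = 0.288), 5 of 6 NK and cytotoxic cell markers (0.19, adjusted p = 0.274), 3 of 5 dendritic cell markers (0.39, adjusted p = 0.68) and 2 of 4 plasma cell markers (0.05, adjusted p = 0.962, with the test on the lower side). Genes of cell division (13 of 15 positive, median 0.16, adjusted p = 0.156, and 0.00514 without LS-females replicate 9) and of the immediate-early response (9 of 13, median 0.20, adjusted p = 0.688) did not pass, and of the latter BTG2 was 0.425-fold and MYC 0.674-fold at p of 0.05 or less. Heat shock genes showed no common direction (5 of 13 positive, median -0.06, adjusted p = 0.928, with the test on the higher side). Of 9 receptors for stress and sex hormones 7 were positive (median 0.08, adjusted p = 0.196), with the oestrogen receptor ESR2 at 4.04-fold and the ACTH receptor MC2R at 1.47-fold. EIF1AY, alone in its list, differed between females by -0.19 (adjusted p = 0.821).

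A hypothesis of this re-analysis is that the 5 male fold changes of Table 5 may be those of all HS against all LS animals. Their mean absolute log2 difference was 0.31 from the HS against LS fold changes computed here and 0.70 from those of HS-males against LS-males, and 4 of the 5 lay nearer to the former. Without single male arrays the first value ranged from 0.26 to 0.36 and the second from 0.40 (without HS-males replicate 2) to 0.99 (without LS-males replicate 3), and the first stayed the smaller. The male values of Table 4 behaved in the opposite way, with 0.54 and 0.26, and 1 of 8 nearer to HS against LS. The values computed here rest on another normalization than the paper's, and 5 genes are few. The paper's qPCR gives males fold changes of 1.23 for CCR1, 1.11 for CD14, 1.10 for TLR2, 1.15 for TLR4 and 2.09 for TREM1 under the same label, each below the array value, and they do not settle which contrast the column holds.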
